# Elevated Expression of Lumican in Lung Cancer Cells Promotes Bone Metastasis through an Autocrine Regulatory Mechanism

**DOI:** 10.3390/cancers12010233

**Published:** 2020-01-17

**Authors:** Kuan-Chung Hsiao, Pei-Yi Chu, Gee-Chen Chang, Ko-Jiunn Liu

**Keywords:** bone metastasis, lumican, lung cancer

## Abstract

*Background*: The microarray analysis of whole-genome expression indicated that the gene encoding the protein lumican, which is associated with extracellular matrix (ECM) interaction, was highly expressed in osteotropic lung cancer cell lines with an enhanced capacity of bone metastasis. *Methods*: The expression of lumican in the osteotropic lung cancer cells was downregulated, and the in vitro migration, invasion, and adhesion of cancer cells to ECM components, and the in vivo bone metastasis capacity of these cells were examined. Exogenous lumican was provided to study the autocrine regulation mechanism of lumican in the bone metastasis of lung cancer cells. *Results*: Transfection with lumican-specific short hairpin RNA (shRNA) in the osteotropic lung cancer cells reduced the establishment of in vivo bone metastasis, but not lung metastasis. Reduction in the expression of lumican also decreased the attachment of lung osteotropic cancer cells to several components of the ECM and suppressed cell migration and invasion in vitro. Exogenous lumican restored these reduced capacities of lumican knockdown cells and promoted the seeding of lung cancer cells in the bone microenvironment. *Conclusions*: These results suggested that lumican promotes the metastasis of lung cancer cells to the bones via an autocrine regulatory mechanism, and blocking this interaction may provide a new therapeutic approach to reduce bone metastasis in cases of lung cancer.

## 1. Introduction

Tumor metastasis is a complex process involving multiple steps and is the major cause of cancer-related deaths in humans [1]. Multiple-organ metastasis is usually observed in patients with lung cancer of advanced stages [2]. In lung cancer, bone is one of the common metastatic sites, and 30% to 40% of non-small-cell lung carcinoma (NSCLC) patients exhibit bone metastasis at the time of initial staging [3,4]. The prominent sites of bone metastases include the axial skeleton and proximal long bones such as the spine, ribs, and ilium [5]. Pain in the bones is frequently observed in 80% of patients with lung cancer showing bone metastases, and their median survival time is less than six months [6,7]. Therefore, reducing the incidence of bone metastasis may provide significant clinical benefits for patients with lung cancer.

Similar to the processes of metastases in other tumors, to cause tumor metastasis in the bone, the following steps occur in the body: Cells escape from their primary site and enter circulation; they adhere to the bone matrix and get arrested in the bone marrow; finally, the cells proliferate and colonize in the bone marrow [8]. Due to the unique composition of the bone [9], we hypothesized that tumor cells might be undergoing several genetic alterations during the course of tumor progression, and promotion of cell growth in the bone microenvironment might be occurring due to enhanced interaction between the tumor cells, bone stromal cells, bone extracellular matrix (ECM), osteoblasts, and osteoclasts. We believe that understanding the molecular mechanism underlying bone metastasis may help us to develop a molecular therapy that could be targeted toward the bone metastasis of lung cancer.

To evaluate the molecular mechanism underlying bone metastasis associated with lung cancer, in this study, we used a murine lung cancer cell line, *luciferase*-transfected Lewis lung carcinoma (LLC/luc), to isolate osteotropic cancer cells from the bone by in vivo selection. After analyzing the transcriptomic profiles of parental and osteotropic cells, a gene encoding the protein lumican, which is associated with ECM interaction, was identified, and the expression of this gene was elevated in the osteotropic LLC/luc cells compared to the parental cells.

Lumican is a protein belonging to the small family of leucin-rich proteoglycans and is a major proteoglycan component of the bone matrix that is mainly expressed in osteoblasts during the differentiation and maturation stages, but not in the proliferation stage [10]. Early study demonstrated an important role of lumican in collagen fibrillogenesis [11]. Lumican is known to be expressed in several cancer types including breast, pancreatic, and colon cancers [12,13,14]. An increased expression of lumican was observed in breast-infiltrating ductal carcinoma, as compared to that in normal breast tissue [15]. Overexpression of lumican in human colon cancer cells increased its secretion and enhanced the migration ability of cancer cells through remodeling the rearrangement of actin cytoskeleton and the localization of gelsolin in cytoplasm [16]. In addition, colorectal cancer patients with a high expression level of lumican had poor prognosis as compared to those with a low expression level of lumican [17]. Lumican was found to promote the migration of neutrophils by depositing itself on the cell surface and interacting with the β2 integrins. It also plays a role in the extravasation of neutrophils following corneal injury and wound healing [18,19]. Another study showed that lumican induced cell migration and proliferation via the ERK1/2 signaling pathway in human corneal epithelial cells [20]. In the human lung cancer cell line, A549, lumican was found to promote cell proliferation by increasing the expression of Ras homolog gene family, member C (RhoC) and phosphorylated protein kinase B (p-Akt) [21]. Additionally, it was reported that lumican regulates the downstream Smad2/3 (homologies to the SMA in *Caenorhabditis elegans* and MAD in *Drosophila*) signaling of the transforming growth factor beta (TGF-β) signaling pathway that controls bone formation [22]. These studies suggest that lumican is involved in the bone metastasis of lung cancer cells by modulating bone remodeling, increasing the mobility, and serving as a chemoattractant for lung cancer cells, thereby promoting cell invasion. In this study, we aimed to investigate the role of lumican in several steps of the metastasis process and evaluate its effect on bone homeostasis.

## 2. Results

Lumican expression was increased in the LLC/luc cells with an enhanced capacity of bone metastasis. Initially, we adopted a mouse model to study the genes involved in the bone metastasis of lung cancer. A mouse lung cancer cell line, LLC, transfected with the *luciferase* gene (LLC/luc), was injected intracardially (I.C.) into the left ventricle of mice as described previously [23]. Metastasis of LLC/luc cells in the bones of mice was observed after 35 days of injection (Figure 1A, left panel). Cancer cells were harvested from the metastatic lesions in the tibia and cultured in vitro to establish the first bone metastatic cancer cell sub-line, LLC/luc BM 1st. The LLC/luc BM 1st cells were re-injected into the mice I.C., and a faster development of bone metastasis, 17 days after the injection, was observed (Figure 1A, right panel). Cancer cells harvested from the metastatic lesions were cultured to develop the secondary bone metastatic cancer cell sub-line, LLC/luc BM 2nd. 

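LLC/luc cells are Lewis lung carcinoma cells, a lung cancer line of C57BL/6 mice, that carry luciferase. RNA of the parental line, of LLC/luc BM 1st cells and of LLC/luc BM 2nd cells was hybridised to Illumina mouse whole-genome bead arrays in 1 colour, with 1 array per cell line and 3 arrays in all. No replicate stands behind any value, so differences between the cell lines have no replicate check, no p-value is given, and the number of arrays limits the precision. The deposited table holds a linear intensity for each of 45281 probes, and the submitters' processing notes name GenomeStudio 2011.1. The sorted intensities of the 3 arrays differ by at most 0.274, so the values had been quantile normalized, and the lowest intensity is 60.2 and the highest 56032, so the background had not been subtracted. Which normalization and background settings were chosen is not given in the sources used here. Of the probes, 34885 are paired with 1 gene in the platform annotation, 18 with several and 10378 with none, and the named probes cover 19057 genes. Each gene was read from the probe with the highest mean log2 intensity. Background was set on each array as the 95th percentile of 1504 probes of olfactory and vomeronasal receptor genes, at 109 in parental cells, 110 in BM 1st cells and 107 in BM 2nd cells. Above it lay 9661 genes in parental cells, 9549 in BM 1st cells and 10019 in BM 2nd cells. A gene entered a comparison when it lay above background on at least 1 of the 2 arrays, and it was counted as higher or lower when the log2 ratio of the intensities was past 1 or -1. Because the background stays in the values, ratios of dim genes are smaller than the change in their RNA. Where only 1 of the 2 arrays was above background, the ratio is given as a bound, the bright intensity over the higher of the background and the dim intensity. Among the receptor probes no log2 ratio of BM 2nd to parental cells passed 1 in either direction, and their SD was 0.12. Across genes the robust SD of that ratio was 0.30.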

To identify the genes involved in bone metastasis, we compared the global gene expression profiles of the parental LLC/luc, LLC/luc BM 1st, and LLC/luc BM 2nd cells using microarray analysis. 

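Of 10579 genes above background in parental or BM 2nd cells, 194 were higher in BM 2nd cells and 162 were lower. Lum, which encodes a small leucine-rich proteoglycan that binds collagen fibrils, had the largest log2 ratio of all these genes. Its intensity was 198 in parental cells, 1742 in BM 1st cells and 6133 in BM 2nd cells, a 31.0-fold difference between BM 2nd and parental cells and a log2 ratio of 4.95. The other Lum probe gave a log2 ratio of 4.47. Among genes above background on both arrays, the next were the chemokine gene Ccl7 at 4.56, Arhgdib at 4.14, Ugt1a10 at 4.05, the matrix gene Dpt at 3.97, the heparin-binding growth factor gene Ptn at 3.55 and the neutrophil chemokine gene Cxcl1 at 3.47. Zfp36, Irf1 and Tnfaip3 had log2 ratios of 3.29, 3.29 and 3.27. The water channel gene Aqp1 was not above background in parental cells and was at least 20.7-fold higher in BM 2nd cells. By the same kind of bound Mgp, an inhibitor of calcification, was at least 15.5-fold higher, Loxl1, which crosslinks elastin, at least 13.7-fold, the glycolysis gene Aldoc at least 5.55-fold and Cxcl2 at least 3.95-fold.
Of the genes that were lower, Trib3, a stress-induced pseudokinase, had the most negative log2 ratio among those above background on both arrays, -3.26, with an intensity of 8611 in parental cells and 900 in BM 2nd cells. Cox6a2 followed at -2.51, 5430416N02Rik at -2.39, Fam110c at -2.13, Ppp1r15a at -2.07, Cyb5r1 at -2.03, Leprotl1 at -1.97, Angptl6 at -1.93, Slc25a33 at -1.92 and Gch1 at -1.91. Chchd10 was not above background in BM 2nd cells and was at least 7.89-fold lower there. The bounds of Grb10, Fxyd6, Ndn and Cdx2 were 3.76, 3.08, 2.78 and 2.21. Of the 194 higher genes, 76 were also past the threshold in BM 1st cells, and 118 increased from parental to BM 1st and again to BM 2nd cells. Of the 162 lower genes, 28 were also past the threshold in BM 1st cells, and 135 decreased at both steps. Both comparisons share the parental array, so these counts are not independent evidence. Centred on the median of probes above background, which moved all BM 2nd/P ratios by 0.14, the split became 285 higher and 106 lower, 72.9% higher in place of 54.5%. With the background subtracted, a choice made after the data were seen, Lum ranked 4, behind Aqp1, Mgp and Loxl1, whose parental values then rest on the background level.

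**Figure D1:**
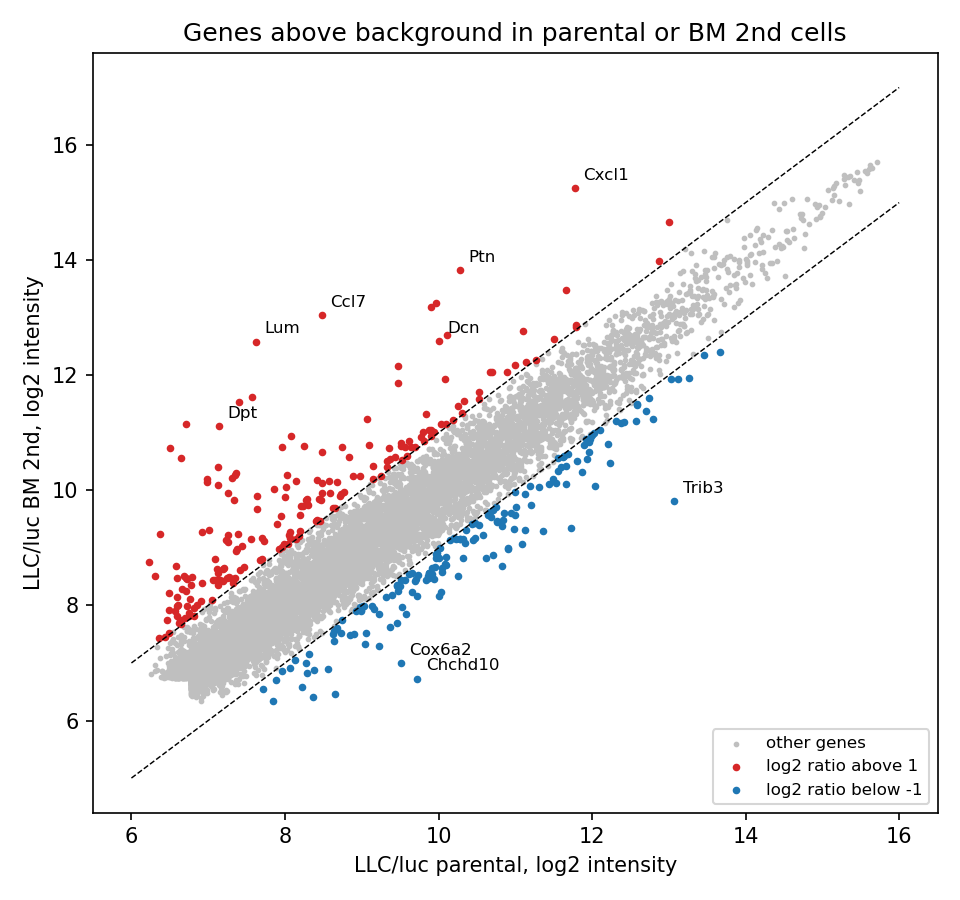
Log2 intensity in LLC/luc parental cells (horizontal axis) and in LLC/luc BM 2nd cells (vertical axis) for the 10579 genes above background in either, 1 array each. Dashed lines mark log2 ratios of 1 and -1, with the 194 higher genes in red and the 162 lower genes in blue; Lum stands farthest above the upper line, at a log2 ratio of 4.95.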

The significant, differentially expressed genes were identified as |log2 (genes expressed in LLC BM 2nd/genes expressed in LLC P)| > 1, and we found that the expression of the gene encoding for lumican, *LUM*, was the highest among the 269 upregulated genes in LLC BM 2nd cells (Table S1). Lumican is known to play an important role in the remodeling of ECM. Owing to the importance of the regulation of ECM remodeling and cell adhesion in cancer metastasis, we examined genes involved in these pathways by using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) online tool. 

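Genes of the extracellular matrix were more often higher in BM 2nd cells than other genes were. Of 47 genes above background in 4 lists of matrix genes, fixed before the data were examined, 15 were higher and 2 were lower, or 31.9% higher against 1.83% of all genes compared. Tables S1 and S2 name some of these genes, which the study chose on these arrays, so their direction is not independent evidence; outside them 7 of 39 were higher. In the list of proteoglycans 3 of 6 were higher and none was lower, with Bgn, a proteoglycan of bone and cartilage, at a log2 BM 2nd/P ratio of 3.21 and Dcn, which regulates collagen fibrils, at 2.59. The list median of 1.68 lay above all 10000 random lists of the same size matched on mean intensity (percentile 100), which describes these arrays only. Without Lum and Dcn, which the study chose, 1 of 4 was higher, with a median of 0.52 (percentile 98.6). Of 14 matrix glycoproteins 6 were higher and none was lower, with a median of 0.51 (percentile 100), but 5 of the 6 are genes the study chose, and of the other 9 only Emilin1 was higher, with a median of 0.14 (percentile 84.8). Of 12 collagens 3 were higher and none was lower, with a median of 0.34 (percentile 99.7). Col1a1, not above background in parental cells, was at least 3.76-fold higher, Col8a1 had a log2 ratio of 1.17 and Col6a1 one of 1.09. Of 15 matrix enzymes and inhibitors 3 were higher, among them the protease gene Mmp3 at 2.18, and 2 were lower, the collagenase gene Mmp13 at -1.41 and the plasminogen activator gene Plau at -1.55 (median 0.35, percentile 99.9). Without Loxl1 the median of the remaining 14 was 0.25 (percentile 98.9).
Of 17 mesenchymal markers of EMT 7 were higher and none was lower, with a median of 0.34 (percentile 99.8). Of the 7, Aebp1, Fgf10, Nrp1, S100a4 and Tnc are genes the study chose; of the other 12 markers 2 were higher, Acta2, the smooth muscle actin gene, at 3.16 and Tgfbi, and their median was -0.0022 (percentile 47.6). None of 7 epithelial markers above background was higher or lower, and their median was 0.04 (percentile 62.4); Krt8 had a log2 ratio of 0.86 and Krt18 one of -0.67. Markers of other cell types moved alongside: of 16 fibroblast and marrow stroma markers, 5 were higher (median 0.20, percentile 99.4), or 2 of 13 without Lum, Dcn and Dpt (median 0.14, percentile 95.8), and of 10 leukocyte markers 2 were higher (median 0.37, percentile 99.98). The medians depend on the background filter: without it those of the proteoglycans and collagens were 0.20 and 0.083, and those of the glycoproteins, the enzymes and the leukocyte markers 0.11 each. Averaging the probes of each gene lowered the median of the proteoglycans to 0.87 and that of the mesenchymal markers to 0.18.

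**Figure D2:**
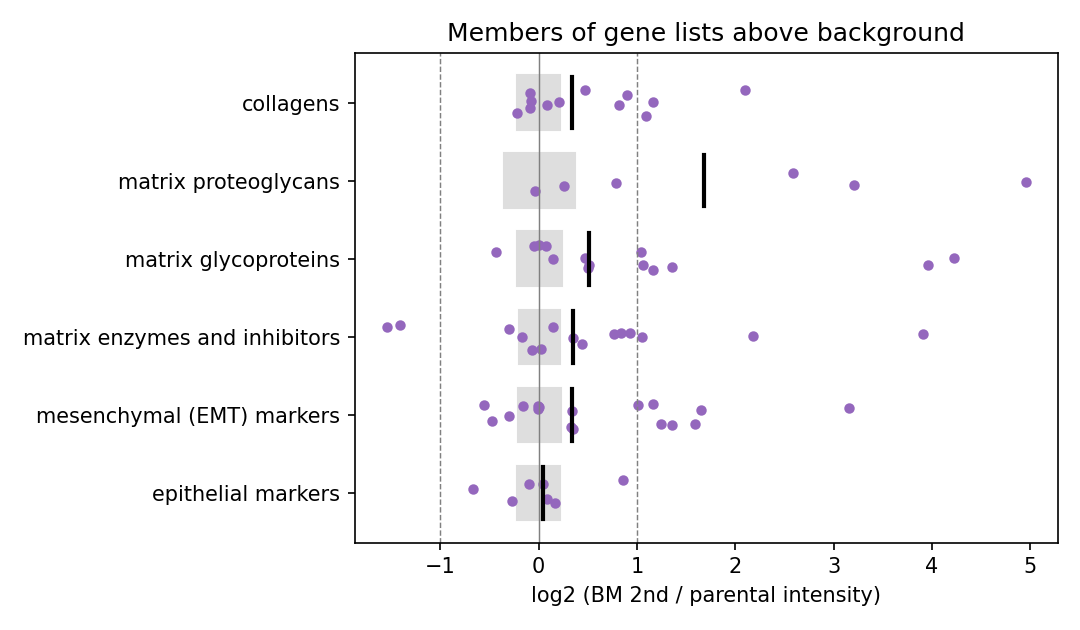
Log2 ratio of BM 2nd to parental intensity (horizontal axis) for members of 6 gene lists above background, 1 point per gene and 1 array per cell line. Black bars are list medians, grey boxes hold the middle 95% of medians of 10000 matched random lists, and dashed lines mark 1 and -1; the medians of the 4 matrix lists and of the mesenchymal markers lie to the right of their boxes, and that of the epithelial markers, 0.04, lies within its box. The lists include genes the study chose on these arrays.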

The functional annotation results showed that several genes associated with ECM and epithelial-mesenchymal transition (EMT) were enriched in our model (Table S2). To verify the microarray results, we used RT-PCR, Q-RT-PCR, and Western blotting to analyze the levels of lumican expression in the parental, LLC/luc BM 1st, and LLC/luc BM 2nd cells. As shown in Figure 1B–D and Figure S4 (Supplementary Materials), the expression of lumican in LLC/luc BM 2nd cells (hereafter referred to as the osteotropic LLC/luc cells) was higher than that in the parental and LLC/luc BM 1st cells at both messenger RNA (mRNA) and protein levels.

Downregulation of lumican reduced the capacity for bone metastasis, but not lung metastasis, in the LLC/luc BM 2nd cells. To directly examine the role of lumican in tumor metastasis, we transfected a lumican-specific short hairpin RNA (shRNA) vector into the bone metastatic LLC/luc BM 2nd cells. The expression of lumican in two separate lumican knockdown cell lines was decreased for mRNA and protein levels (Figure 2A,B and Figure S5, Supplementary Materials) as compared to that of cells transfected with a control vector. Subsequently, the LLC/luc BM 2nd cells transfected with a control vector and a lumican-specific shRNA vector were injected I.C. and intravenously (I.V.) into mice to evaluate the development of bone and lung metastases, respectively. As shown in Figure 2C,D, lumican downregulation in the LLC/luc BM 2nd cells delayed the development of bone metastasis, but it had no influence on the lung metastasis under this experimental setting.

Downregulation of lumican expression suppressed cell migration and invasion and decreased cell adhesion to ECM components. To investigate the potential mechanisms involved in the promotion of bone metastasis mediated by lumican, the growth of lumican knockdown LLC/luc BM 2nd cells was analyzed in vitro. Although the effect of lumican on cell proliferation was reported [13,24], we found that the proliferation rate of lumican knockdown LLC/luc BM 2nd cells was the same as that of the cells transfected with a control vector (Figure 2E) suggesting that the concentration of lumican has no impact on the growth of LLC/luc cells in vitro. Previous studies also demonstrated that the expression of lumican is correlated with the ability of cell adhesion and cellular mobility [25,26]. Therefore, cellular adhesion, migration, and invasion analyses were performed. As shown in Figure 2F, adhesion of the LLC/luc BM 2nd cells to several ECM components including collagen I, collagen IV, fibronectin, and laminin was significantly decreased in the lumican knockdown cells. Moreover, both cell migration and invasion abilities were also reduced after lumican downregulation (Figure 2G,H). These results suggest that lumican participates in the adhesion of cancer cells to the ECM components, followed by migration and invasion, which are critical steps in the establishment of tumor metastasis.

Exogenous lumican restores cell adhesion and invasion capacities in the lumican knockdown LLC/luc BM 2nd cells. It was reported that binding of lumican to surface integrins promotes the migration of neutrophils [18,27]. To investigate the autocrine and paracrine effects of lumican on cancer cell mobility, the secretion of lumican in the parental LLC/luc, LLC/luc BM 2nd, and lumican knockdown LLC/luc BM 2nd cells was analyzed. As shown in Figure 3A, the secretion of lumican in the LLC/luc BM 2nd cells was significantly higher than its secretion in the parental cells, and the amount of lumican decreased significantly in lumican knockdown LLC/luc BM 2nd cells. Because surface expression of the integrins β1 and β2, which are known to be receptors of lumican [27], was detected in the LLC/luc BM 2nd cells (Figure S1, Supplementary Materials), it is likely that lumican promotes the invasive and metastatic abilities of LLC/luc BM 2nd cells via an autocrine signaling process. To further study the role of extracellular lumican in the interaction of ECM components and lung cancer cells, the LLC/luc BM 2nd cells transfected with a lumican-specific shRNA and control vectors were cultured with and without the recombinant mouse lumican protein, and their cell adhesion and invasion capacities were determined. As shown in Figure 3B, decreased adhesion of the lumican knockdown LLC/luc BM 2nd cells to collagen I/IV and fibronectin was restored with the addition of exogenous lumican, but reduced adhesion to laminin was not recovered. Nevertheless, the reduced ability of invasion in the lumican knockdown cells was also restored in the presence of exogenous lumican (Figure 3C).

Lumican modulates focal adhesion kinase (FAK) signaling, proteolytic activity, and early metastasis seeding of LLC/luc BM 2nd cells. Lumican was shown to affect cell functions by binding to α2β1 integrins, resulting in FAK signal activation [20,27,28]. We found that knocking down lumican suppressed FAK phosphorylation in the LLC/luc BM 2nd cells, which was reverted with the addition of exogenous lumican (Figure S2, Supplementary Materials). FAK signaling plays a critical role in the production of matrix metalloproteinase (MMP)2 or MMP9 in tumor cells [29]. The increased ability of invasion in the LLC/luc cells treated with exogenous lumican suggests that the proteolytic activity associated with ECM degradation in the LLC/luc cells is elevated after lumican stimulation. Therefore, we determined the protease activity in lumican knockdown LLC/luc BM 2nd cells co-cultured with exogenous lumican by using fluorescein-conjugated gelatin as a substrate. As shown in Figure 3D, increased protease activity in the cells co-cultured with a higher dose of exogenous lumican was observed after 60 min.

Next, we examined whether the autocrine regulation of lumican results in an enhanced seeding of the LLC/luc BM 2nd cells in the bone microenvironment. As shown in Figure 3E,F, the presence of LLC/luc BM 2nd cells, but not the parental LLC/luc cells, was detected in the bone marrow one day after injecting the mice I.C. Co-culture of the parental LLC/luc cells with lumican also resulted in the detection of cancer cells one day after injecting them I.C. These results suggest that the seeding of parental LLC/luc cells into the bone microenvironment was enhanced after co-culture with exogenous lumican. Hence, the results demonstrated in this study indicated that lumican promotes tumor cell adhesion and invasion, as well as the incidence of bone metastasis of tumors, via an autocrine regulatory mechanism.

Downregulation of lumican also decreased cell mobility and bone metastasis of the tumors in human A549 lung cancer cells. To extend our findings with mouse lung cancer cells to human cells, a human A549 lung cancer cell line transfected with the *luciferase* gene, A549/luc, was subjected to in vivo selection to determine its capacity for bone metastasis, as described above. Initially, bone metastasis was observed after 40 days of I.C. administration of the parental A549/luc cells into NOD-SCID mice, while the A549/luc BM 1st cells resulted in bone metastasis only 28 days after administration I.C. (Figure 4A). A highly metastatic A549 sub-line, A549/luc BM 2nd, was established. We found that the lumican expression was also upregulated in the A549/luc BM 1st and BM 2nd cells for both mRNA and protein levels (Figure 4B,C and Figure S6, Supplementary Materials).

Transfection with a human lumican-specific shRNA vector resulted in a reduced mRNA and protein expression of lumican in the A549/luc BM 2nd cells (Figure 5A,B and Figure S7, Supplementary Materials) without influence on the cell proliferation (Figure 5C). Nevertheless, the cell adhesion, migration, and invasion abilities were all significantly inhibited in the A549/luc BM 2nd cells with lumican downregulation (Figure 5D–F). Additionally, bone metastasis of the tumor, but not lung metastasis, was delayed in the NOD-SCID mice injected with the A549/luc BM 2nd cells after lumican downregulation (Figure 5G,H). Taken together, these results indicated that lumican plays a specific role in bone metastasis in both mouse and human lung cancer cells.

## 3. Discussion

The focus of this study was to evaluate the role of lumican in bone metastasis of lung cancer cells. The interaction between tumor cells and the microenvironment is implicated in the malignant progression and growth of tumor cells [30]. In the current study, we demonstrated that lumican was overexpressed in lung cancer cells exhibiting a higher capacity for bone metastasis. Cell adhesion to the ECM and the development of bone metastasis was decreased after downregulation of lumican expression, suggesting that lumican promotes bone metastasis by modulating the interaction between tumor cells and the ECM.

Lumican, first identified as a major proteoglycan with a 38-KDa core protein in the cornea, is expressed in the ECM of several tissues [28,31]. The role of lumican in tumor progression remains unclear due to the conflicting results reported previously. The expression of lumican in melanomas inhibits cell invasion and tumor formation [24], whereas, in patients with lung adenocarcinoma, the level of lumican expression in the cancer cells is correlated with cell metastasis and tumor growth, but not with disease prognosis [32]. In breast cancer, the expression of lumican in cancer cells is correlated with young age, high-grade tumor, and low expression of the estrogen receptor [33]. In prostate cancer, the inhibitory role of lumican was supported by several studies [34,35]. Although the effects of lumican overexpression in different cancers were contradictory, the involvement of lumican in the regulation of tumor growth, cell mobility, and ECM attachment was demonstrated clearly.

The effect of lumican on the regulation of the collagen fibril assembly was well described [36]. In lumican-deficient mice, reduced tensile strength of the skin and loss of corneal clarity were observed [37]. In the bones, type I collagen is a major component of the organic part of the bone matrix and is secreted by differentiated osteoblasts [10,38]. Enhanced expression of lumican is observed at the stage of differentiation and mineralization in the osteoblasts, suggesting that lumican may be participating in the regulation of bone formation [10]. The study conducted to investigate the regulation of lumican in type I collagen fibrillogenesis demonstrated that the concentration of lumican determines the spacing and connectivity of collagen fibrils [39]. Additionally, in vitro collagen fibrillogenesis is completely abolished in the presence of a high concentration of lumican [39]. In this study, we demonstrated that the proteolytic activity associated with ECM degradation in the LLC/luc cells is elevated after lumican stimulation. These results suggested that the osteotropic lung cancer cells may affect the composition of the bone marrow microenvironment by secreting the lumican protein abundantly, resulting in an environment favoring the growth of cancer cells in the bones.

The role of lumican on tumor progression may be divided into several parts. A previous study [16] showed that overexpression of lumican enhanced the migration of colon cancer cells through modulating the organization of actin filaments, which supports our results in this study. A decreased migration and invasion ability was observed in osteotropic lung cancer cell lines transfected with lumican-specific shRNAs. Other studies demonstrated that soluble lumican protein deposits on the surface of neutrophils and promotes the recruitment of neutrophils to the inflammatory region [18,19], suggesting that lumican may also play a role in intravasation and extravasation. In addition, lumican, secreted by differentiating and mature osteoblasts, is a major component of bone matrix [10]. During the process of bone remodeling, the ECM components are released into bone microenvironment and create a concentration gradient of ECM proteins, including lumican, which may act as a chemoattractant to induce the migration of tumor cells in bone marrow. Therefore, soluble lumican, secreted by tumor cells or released from degraded bone matrix, may induce the cytoskeleton rearrangement of tumor cells through binding to self-expressed integrin receptor, which increases cell mobility and enhances the tumor adhering with bone matrix.

The core protein of lumican is expected to be around 37 kDa. Previous studies demonstrated that the molecular weight of lumican in lung cancer is about 37–100 kDa [32], indicating the presence of multiple forms of glycosylated lumican. The anti-lumican antibody (Ab) used in our study mainly recognizes a single band around 55 kDa (Figures S2, S4–S7, Supplementary Materials). After a long exposure time, the signals from lumican with molecular weights of 34–43 kDa and 95 kDa were observed in the Western blot (Figure S5, Supplementary Materials). These results indicated that the LLC and A549 cells mainly express a lightly glycosylated lumican with a molecular weight of 55 kDa, with a small amount of lumican with molecular weights of 34–43 kDa (likely to be the core lumican protein) and 95 kDa (likely to be a heavily glycosylated lumican). The lumican glycosylation pattern may affect its abilities to regulate various cellular functions. However, the molecular weight of the recombinant lumican protein we purchased from R&D was 55–65 kDa (Figure S3, Supplementary Materials). We showed that this 55–65-kDa recombinant lumican can exert the biological activity of lumican, such as inducing FAK phosphorylation and promoting cell adhesion. Therefore, these results suggest that the 55-kDa lumican expressed in LLC and A549 cells is likely to be responsible for the biological effects observed with the recombinant lumican. We cannot rule out the possibility that the 34–43-kDa and ~95-kDa forms of lumican may exert different biological effects both in vitro and in vivo; however, we believe that the 55-kDa lumican expressed in LLC and A549 cells is involved in the functions we observed in this study.

The parental LLC cells pre-incubated with lumican displayed an early seeding of cancer cells in the bone in mice after I.C injection (Figure 3F), suggesting that incubation with lumican increases the tumor bone metastasis capacity of the parental LLC cells. In our experimental setting, I.V. injection of the parental LLC cells resulted in artificial lung metastasis in 100% of mice, and no bone metastasis was observed before the death of mice due to outgrowth of tumor in the lung. However, I.V. injection of the selected, highly bone-tropic LLC tumor cells resulted in bone metastasis in 20% of mice, further indicating the enhanced bone metastasis capacity of the bone-tropic tumor cells. The luminescent signal in the abdominal region of mice in Figure 1A resulted from the tumor deposits in mesenteric lymph nodes. The appearance rate of luminescent signal in this region was less than 20%, and sometimes the signal vanished during the development of tumor bone metastasis. Tumor metastasis to other organs, such as spleen or liver, was observed in mice after I.C injection of the selected, highly bone-tropic LLC tumor cells. However, the rate of tumor metastasis to other organs was low as compared to bone (100%) in mice after I.C injection of the selected, highly bone-tropic LLC tumor cells. Therefore, we believe that the highly bone-tropic tumor cell line selected in our system displays a higher tropism to the bone.

The dominant role of the stromal cell-derived factor 1/C-X-C chemokine receptor type 4 (SDF-1/CXCR4) signaling pathway in promoting breast cancer-associated bone metastasis was described in several studies [40,41]. However, similar levels of SDF-1 and CXCR4 expression between parental and osteotropic LLC/luc cells were observed in our microarray analysis, suggesting that this pathway is not involved. 

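SDF-1 is encoded by Cxcl12. Its brightest probe had an intensity of 125 in parental cells, 128 in BM 1st cells and 120 in BM 2nd cells, little above background, and a log2 BM 2nd/P ratio of -0.06. Of the 5 Cxcl12 probes 3 were above background in parental or BM 2nd cells, and their log2 ratios lay between -0.18 and -0.06. Cxcr4, the receptor of SDF-1, was read by 1 probe with intensities of 96.7, 88.1 and 100.4, not above background on any of the 3 arrays, so no fold is given. Ackr3, the other receptor of SDF-1, was not above background on any array either, at 76.1, 80.3 and 78.0. Near background a bead array shows little of a change in RNA, so these values show no detectable difference and do not measure an equal level. From the array levels the paper proposes that this pathway is not involved.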

Soluble lumican promotes the migration of neutrophils toward the inflammatory region by interacting with surface-expressed integrin [18,19]. Overexpression of lumican in colon cancer cells enhanced the cell motility through modulating the rearrangement of the actin cytoskeleton, and another study showed that lumican induced the migration of corneal epithelial cell via the ERK1/2 signaling pathway [16,20]. In contrast, co-culturing with exogenous lumican restored the activation of FAK in lumican knockdown cells and promoted the seeding of parental LLC/luc cells into the bone marrow. Collectively, the results in this study support the notion that lumican in the osteotropic LLC/luc cells promotes bone metastasis by modulating the interaction of cancer cells with the bone microenvironment and enhancing the settlement of cancer cells in the bone via an autocrine regulatory mechanism.

## 4. Materials and Methods

### 4.1. Animals and Cell Lines

All animal experimental procedures were approved (NHRI-IACUC-100145-A, NHRI-IACUC-100114-A) by the Institutional Animal Care and Use Committee of the National Health Research Institutes. Male C57BL/6J Narl (C57BL/6) and NOD-SCID mice aged 5–6 weeks were purchased from the National Laboratory Animal Center, Taiwan, and maintained in the animal facility of the National Health Research Institutes. The *luciferase*-transfected murine LL/2 Lewis lung carcinoma cells (LLC/luc) and human lung cancer cells (A549/luc) were purchased from Caliper Life Sciences (Alameda, CA, USA) in 2008. These cell lines were authenticated at Bioresource Collection and Research Center (BCRC, ROC) by analysis of 16 short tandem repeat loci on 28 August 2019. The LLC/luc cell line was maintained in Dulbecco’s modified Eagle medium (DMEM) (GE, Boston, MA, USA) supplemented with 5% fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA, USA), and the A549/luc cell line was maintained in Roswell Park Memorial Institute (RPMI)1640 medium (GE) with 10% FBS. The bone metastatic LLC/luc cells (LLC/luc BM 2nd) and A549/luc cells (A549/luc BM 2nd) were generated from metastatic lesions of the bone as described previously [23].

### 4.2. Antibodies and Recombinant Proteins

Rabbit anti-lumican monoclonal antibody was purchased from Abcam (Cambridge, MA, USA). Mouse anti-actin monoclonal antibody was purchased from Millipore (Billerica, MA, USA). Horseradish peroxidase (HRP)-conjugated goat anti-rabbit immunoglobulin G (IgG) and HRP-conjugated goat anti-mouse IgG were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Recombinant mouse lumican protein was purchased from Abcam.

### 4.3. Cell Proliferation Assay

The in vitro cell proliferation assay was performed as described previously [23]. Briefly, bone metastatic A549/luc (1 × 10^5^ cells/well) and LLC/luc (5 × 10^4^ cells/well) cells transfected with a control plasmid and a lumican-specific shRNA plasmid were seeded onto a 24-well culture plate (Nunc, Life Technologies). After incubating for 0, 24, 48, and 72 h at 37 °C, the cell number was determined using a tetrazolium-based assay (MTT assay) (Sigma-Aldrich, St. Louis, MO, USA).

### 4.4. Cell Adhesion Assay

For the cell adhesion assay, a 96-well plate was coated with several ECM components including fibronectin, collagen type I, collagen type IV, and laminin (10 μg/mL, 100 μL/well) (Sigma-Aldrich) and incubated for 30 min at 37 °C. After washing with phosphate-buffered saline (PBS), the ECM component-coated wells were blocked with 3% bovine serum albumin (BSA in PBS) for 2 h at room temperature. After washing with PBS, the control plasmid and the lumican-specific shRNA plasmid-transfected bone metastatic A549/luc and LLC/luc cells were overlaid onto the ECM component-coated surfaces (2 × 10^4^ cells/well), and the plate was incubated for 1 h at 37 °C. Upon removing the non-adherent cells by washing with PBS, calcium-AM (100 μM in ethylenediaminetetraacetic acid/PBS, 100 μL/well) (Thermo Fisher Scientific, Waltham, MA, USA) was added to the wells, and the plate was incubated for another 30 min at 37 °C. The cell suspensions were transferred to a Costar^TM^ 96-well black plate (Thermo Fisher Scientific), and the fluorescence (excitatiion/emission = 485/535 nm) was measured using a spectrophotometer (Spectra Max M5; Molecular Devices, Sunnyvale, CA, USA). To evaluate the effect of exogenous recombinant lumican protein on the adhesion of cancer cells, lumican knockdown LLC/luc BM 2nd cells, co-cultured with and without lumican protein, were overlaid onto the ECM component-coated surfaces (2 × 10^4^ cells/well), and the cell adhesion was determined, as described above.

### 4.5. Migration and Invasion Assay

The in vitro cell migration assay was performed using a Transwell culture insert (8 μm, Corning, Tewksbury, MA, USA). The control plasmid and lumican-specific shRNA plasmid-transfected bone metastatic A549/luc and LLC/luc cells were suspended in serum-free RPMI-1640 medium and DMEM, respectively, and seeded onto the culture insert. Then, the culture insert was placed into a well containing complete medium with 5% FBS as a chemoattractant and cultured in a CO_2_ incubator at 37 °C for 24 h. After incubation, the culture insert was removed, and cells that remained in the culture insert were scraped off. The cells that migrated through the pores and attached themselves to the lower side of culture insert were fixed in methanol, stained with Giemsa solution (Sigma-Aldrich), and counted under a microscope to determine the extent of cell migration. The in vitro cell invasion assay was performed by following the methods described above but using the BioCoat^TM^ Matrigel^®^ Invasion Chambers (Corning) as the culture insert instead of the Transwell culture insert. To evaluate the effect of exogenous recombinant lumican protein on the invasion capacity of cancer cells, lumican knockdown LLC/luc BM 2nd cells, co-cultured with and without the lumican protein, were used to perform the in vitro cell invasion analysis by following the methods described above.

### 4.6. shRNA Transfection

All shRNA plasmids were purchased from the RNAi core of the Academia Sinica (Nankang, Taiwan). Target sequences of the shRNA plasmid were as follows: 5′-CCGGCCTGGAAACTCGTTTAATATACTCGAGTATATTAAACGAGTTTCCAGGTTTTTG-3′ and 5′-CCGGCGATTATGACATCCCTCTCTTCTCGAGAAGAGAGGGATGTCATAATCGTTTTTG-3′ for mouse lumican (NM_008524); 5′-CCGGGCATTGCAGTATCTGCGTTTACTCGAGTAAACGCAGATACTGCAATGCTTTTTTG-3′ and 5′-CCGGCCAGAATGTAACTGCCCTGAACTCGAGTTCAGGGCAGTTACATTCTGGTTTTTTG-3′ for human lumican (NM_002345); 5′-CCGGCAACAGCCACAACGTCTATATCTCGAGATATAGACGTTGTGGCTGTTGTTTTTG-3′ for the control shRNA. The transfection of shRNA into cancer cells was performed by following the manufacturer’s instructions on the TurboFect Transfection Reagent (Thermo Fisher Scientific).

### 4.7. Western Blotting

Cells were lysed in a lysis buffer containing protease inhibitor (Sigma-Aldrich). The expression of lumican was detected using rabbit anti-lumican (1:5000), and actin was used as an internal control.

### 4.8. RNA Isolation and Quantification

Total RNA was extracted by following the manufacturer’s protocol of the RNeasy Mini Kit (QIAGEN, Valencia, CA, USA), and the complementary DNA (cDNA) was synthesized by following the manufacturer’s protocol of the SuperScript^TM^ III First-Strand Synthesis SuperMix for qRT-PCR (Thermo Fisher Scientific). The gene expression of lumican was determined by following the manufacturer’s protocol of the SYBR^®^ Green PCR Master Mix Kit (Applied Biosystems, Thermo Fisher Scientific). The primer sequences that were used are as follows: 5′-CATTAGTCGGTAGTGTCAGTG-3′ and 5′-TGCCAGGAGGAACCATTG-3′ for mouse lumican; 5′-CTGAGAGGGAAATCGTGCG-3′ and 5′-GGTGGTACCACCAGACAGC-3′ for mouse beta-actin; 5′-TGCCCTGAAAGCTACCCAAG-3′ and 5′-TGAGCCACTGCAGATCAGTT-3′ for human lumican; 5′-CTCTGCTCCTCCTGTTCGAC-3′ and 5′-GCGCCCAATACGACCAAATC-3′ for human GAPDH. The gene expression of lumican was analyzed using the 7500 Fast &7500 Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific).

### 4.9. In Vivo Animal Model

The control plasmid and the lumican-specific shRNA plasmid-transfected bone metastatic A549/luc and LLC/luc cells (1 × 10^5^ cells/mouse) were injected I.V. and I.C. for the establishment of lung and bone metastases, respectively, as described previously [23]. Colonization of the bone and lung metastases was observed using the IVIS^TM^ live-imaging system (IVIS Lumina II, PerkinElmer, SantaClara, CA, USA). To assess the autocrine effect of lumican on the establishment of bone metastasis of lung cancer cells, bone metastatic or parental LLC/luc cells, cultured with and without recombinant lumican (100 ng/mL) at 37 °C for 24 h, were I.C. injected into mice (1 × 10^6^ cells/mouse). The total bone marrow cells were harvested from the mice one day after the I.C. injection, and the cDNA was synthesized as described above. The gene expression for luciferase was determined by real-time PCR following the manufacturer’s protocol of the SYBR^®^ Green PCR Master Mix Kit. The primer sequences that were used are as follows: 5′-GCTGGGCGTTAATCAGAGAG-3′ and 5′-GTCGAAGATGTTGGGGTGTT-3′ for firefly luciferase; 5′-TTCCAGTATGACTCCACTCA-3′ and 5′-ATCACGCCACAGCTTTCCAG-3′ for mouse GAPDH. The gene expression for luciferase was analyzed using a 7500 Fast Real-Time PCR System and the identity of products obtained after the PCR reaction was confirmed by agarose gel electrophoresis.

### 4.10. MMP2/9 Activity Assay

Lumican knockdown bone metastatic LLC/luc cells were cultured in a serum-free medium containing 10 ng/mL and 100 ng/mL recombinant lumican protein at 37 °C. In total, 100 μL of the culture supernatant was collected after intervals of 30 min and incubated with Oregon Green^®^ 488-conjugated gelatin (Molecular Probes, Thermo Fisher Scientific) as a substrate for MMP2/9. The increased intensity of fluorescence was measured using a Spectra Max M5 spectrophotometer.

### 4.11. Lumican ELISA

To determine the level of lumican in the culture supernatant, the parental and bone metastatic LLC/luc cells suspended in complete medium were seeded onto 10-cm culture plates (2 × 10^6^ cells/plate) and were incubated at 37 °C for 6 h. The complete medium was replaced with serum-free medium after washing with PBS, and the plates were incubated at 37 °C for 24 h. The culture supernatant was collected and filtered with a 0.22-μm filter to remove cell debris. The level of tumor-secreted lumican in the culture supernatant was determined following the manufacturer’s protocol of the Lum (mouse) ELISA kit (Abnova, Taipei, Taiwan).

### 4.12. Statistical Analysis

All data are presented as means ± SEM. The Student’s *t*-test and the log-rank test were used to analyze the data with the GraphPad Prism 4.0 software (GraphPad Software, Inc., La Jolla, CA, USA). A *p*-value ≤ 0.05 was considered statistically significant (* *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001).

## 5. Conclusions

Our findings indicate that lumican modulates the interaction between lung cancer cells and bone microenvironment and promotes the settlement of cancer cells in the bone through an autocrine regulatory mechanism.

## Figures and Tables

**Figure 1:**
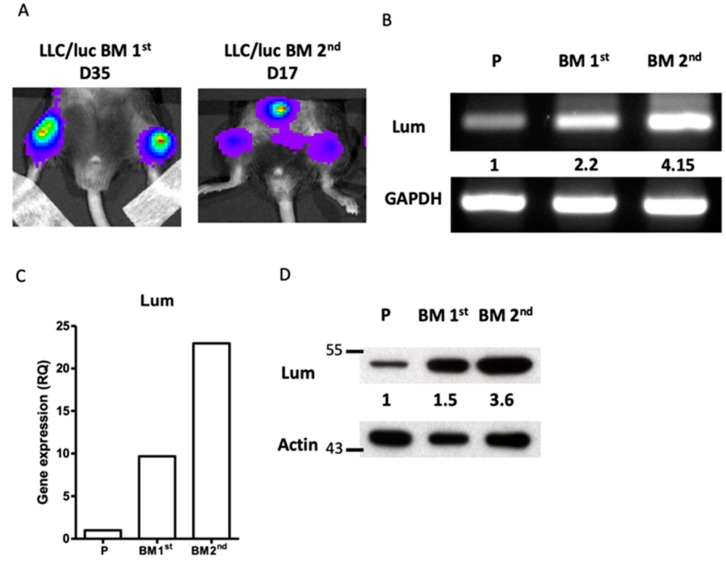
Expression of lumican in osteotropic LLC/luc cells. (**A**) To develop lung cancer cells with a higher capacity of bone metastasis, a mouse LLC lung cancer cell line transfected with the *luciferase* gene (LLC/luc) was injected into the left ventricle of a C57BL/6 mouse. After 35 days (D35), the luciferase activity was observed in the femurs of mice by the in vivo imaging system(IVIS). The bone marrow cells of mice with bone metastases were collected and cultured in vitro to establish the first bone metastatic cell line, LLC/luc BM 1st. The BM 1st cells were injected again into a different mouse and the luciferase activity was detected on D17. The bone marrow cells of this mouse were collected and cultured in vitro to establish a second cell line exhibiting high bone metastasis, LLC/luc BM 2nd. The expression of lumican in the parental LLC/luc (P), LLC/luc BM 1st, and LLC/luc BM 2nd cells was determined by RT-PCR (**B**), quantitative-real-time PCR (**C**), and Western blot analysis (**D**). The level of lumican expression in each cell was individually normalized to the internal control (GAPDH or actin), and the numbers in (**B**,**D**) indicate the expression levels of lumican in the bone metastatic LLC/luc cells as compared to those in the parental LLC/luc cells (level set to 1).

**Figure 2:**
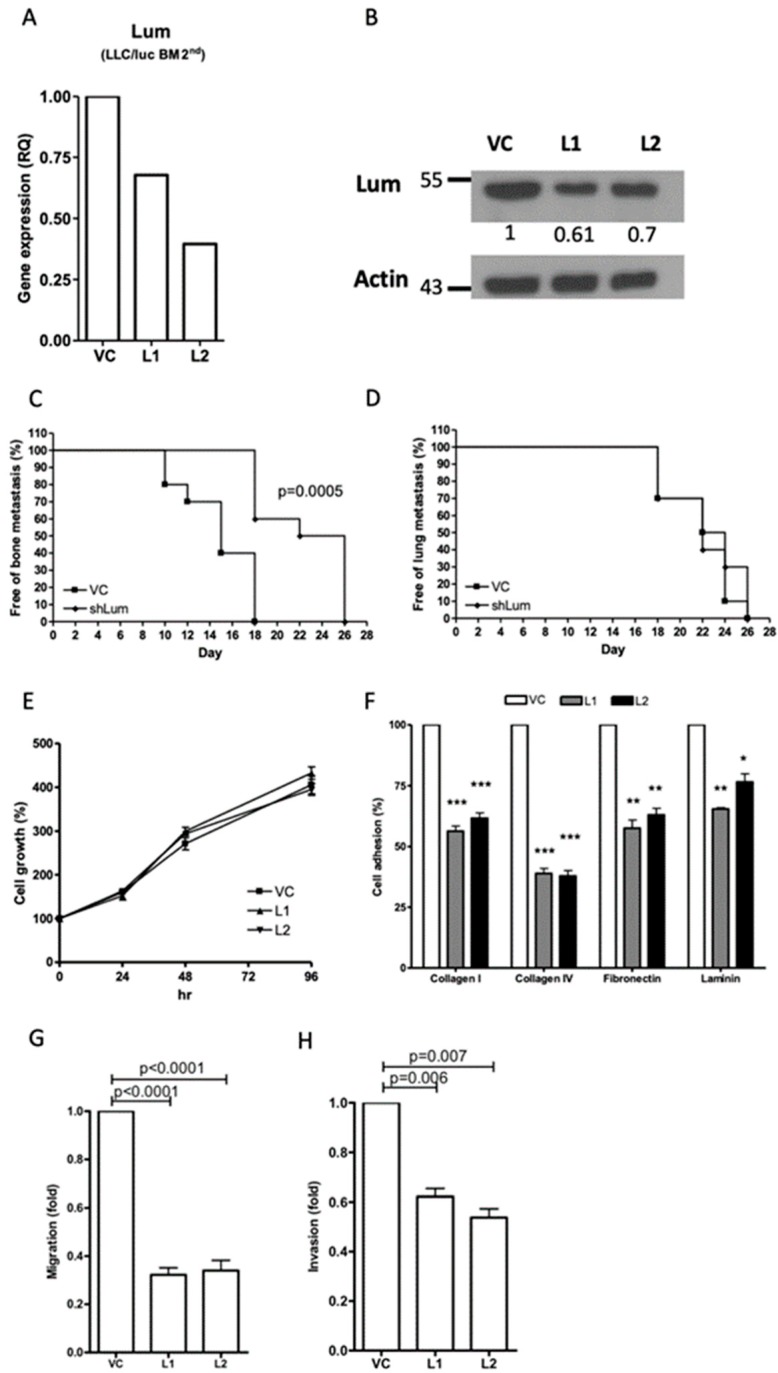
Effect of lumican knockdown on the function of bone metastatic LLC/luc BM 2nd cells. The expression of lumican in LLC/luc BM 2nd cells transfected with a control vector (VC) and a lumican-specific short hairpin RNA (shRNA) plasmid (L1 and L2) was determined by real-time RT-PCR (**A**) and Western blot analysis (**B**). The level of lumican expression in each cell was individually normalized to the internal control (actin), and the numbers in (**B**) indicate the level of lumican expression in lumican knockdown LLC/luc BM 2nd cells as compared to that in the cells transfected with the control vector. The LLC/luc BM 2nd cells transfected with a control vector (VC) and a lumican-specific shRNA (shLum) were administered by injecting them intracardiac (I.C.) and intravenous (I.V.) to allow the establishment of bone (**C**) and lung (**D**) metastasis (*n* = 10, from two separate experiments), respectively. The presence of tumor metastasis as determined by the presence of luciferase activity was detected by the IVIS imaging system. The cell proliferation (**E**) and adhesion to the extracellular matrix (ECM) components (**F**) of LLC/luc BM 2nd cells transfected with the control vector (VC) and the lumican-specific shRNA plasmid (L1, L2) were determined by an Methylthiazolyldiphenyl-tetrazolium bromide (MTT) assay and a cell adhesion assay, respectively. The migration (**G**) and invasion (**H**) abilities of LLC/luc BM 2nd cells transfected with the control vector and the lumican-specific shRNA plasmid were determined by the Transwell migration assay. * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001. The error bars are defined as means ± SEM.

**Figure 3:**
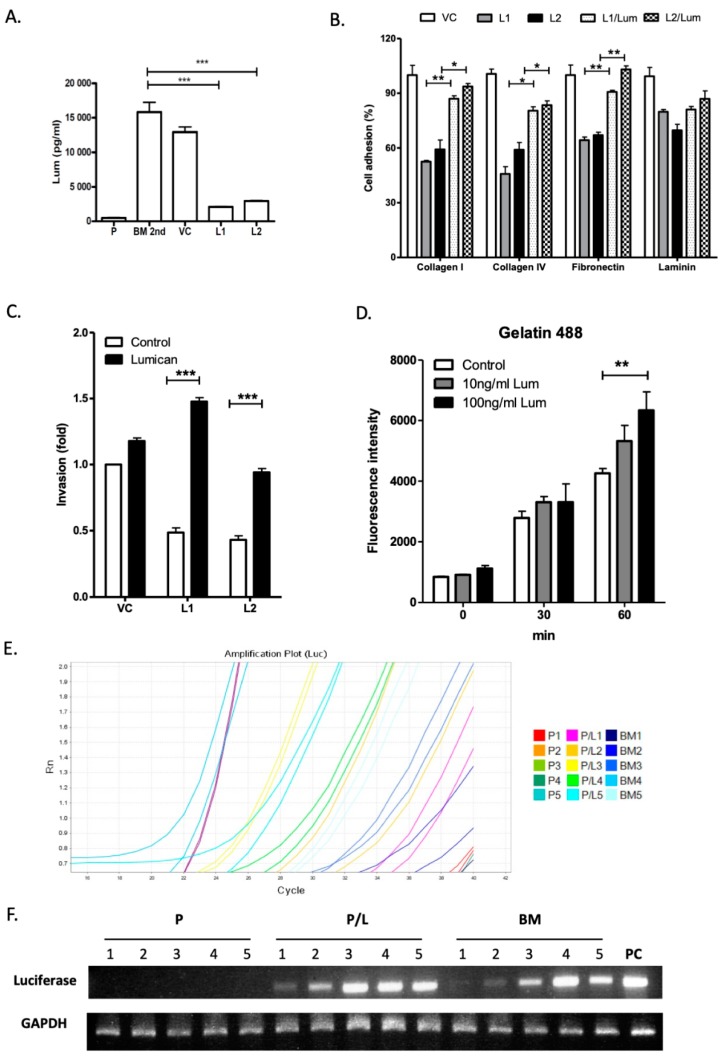
Effect of exogenous lumican on function of lumican knockdown bone metastatic LLC/luc cells. (**A**) The level of lumican in the culture supernatant of the parental LLC/luc (P), LLC/luc BM 2nd (BM 2nd), and LLC/luc BM 2nd cells transfected with a control and a lumican-specific shRNA vector was determined by an ELISA assay. (**B**) Cell adhesion to different ECM components was determined in the bone metastatic cells transfected with a control vector, LLC/luc cells (VC), and lumican knockdown LLC/luc BM 2nd cells incubated with (L1/lum and L2/lum) and without (L1 and L2) the recombinant lumican protein. (**C**) Cell invasion was determined in LLC/luc BM 2nd cells transfected with a control (VC) and a lumican-specific shRNA vector (L1 and L2) after incubation with (lumican) and without (control) the recombinant lumican protein, respectively. (**D**) Lumican knockdown LLC/luc BM 2nd cells were cultured in a medium containing the recombinant lumican protein (10 ng/mL and 100 ng/mL) at 37 °C. In total, 100 μL of the culture supernatant was collected after intervals of 30 min and incubated with fluorescein-conjugated gelatin as a substrate for matrix metalloproteinase 2/9 (MMP2/9). The fluorescence released from the degraded substrates was then measured. (**E**) The LLC/luc parental cells co-cultured with (P/L1 to P/L5) and without (P1 to P5) recombinant lumican protein and LLC/luc BM 2nd cells (BM1 to BM5) were injected into mice (*n* = 5) I.C. The total RNA of bone marrow cells was extracted one day after injecting them I.C. The expression of luciferase gene was determined by quantitative-real-time PCR to detect the presence of tumor cells in the bone marrow, and the amplification of luciferase gene was confirmed by agarose gel electrophoresis (**F**). GAPDH was used as an internal control. The DNA extracted from the parental LLC/luc cells was used as a positive control (PC). * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001.

**Figure 4:**
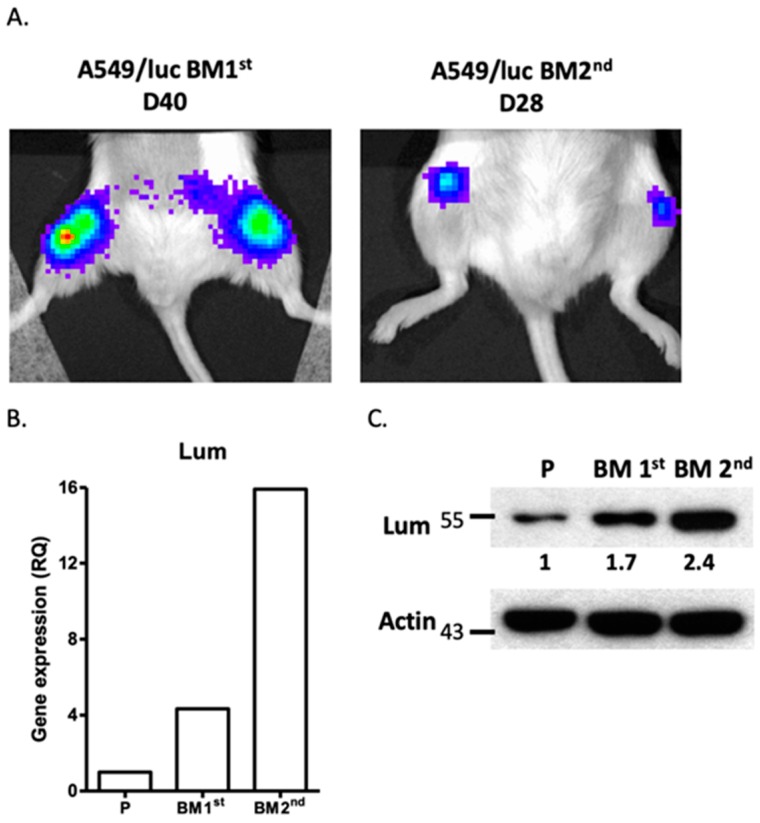
Expression of lumican in bone metastatic A549/luc cells. (**A**) The A549 human lung cancer cell line transfected with the *luciferase* gene (A549/luc) was injected into the left ventricle of a NOD-SCID mouse. After 40 days (D40), the luciferase activity was observed in the femurs of mice by the IVIS imaging system. The bone marrow cells of mice with bone metastasis were collected and cultured in vitro to establish the bone metastatic cell line, A549/luc BM 1st. The BM 1st cells were injected again into a different mouse and the luciferase activity was detected on D28. The bone marrow cells of this mouse were collected and cultured in vitro to establish a highly bone metastatic cell line, A549/luc BM 2nd. The expression of lumican in the parental A549/luc (P), A549/luc BM 1st, and A549/luc BM 2nd cells was determined by quantitative-real-time PCR (**B**) and Western blot analysis (**C**). The level of lumican expression in each cell line was individually normalized to the internal control (actin), and the numbers in (**C**) indicate the level of lumican expression in bone metastatic A549/luc cells as compared to the parental A549/luc cells (level set to 1).

**Figure 5:**
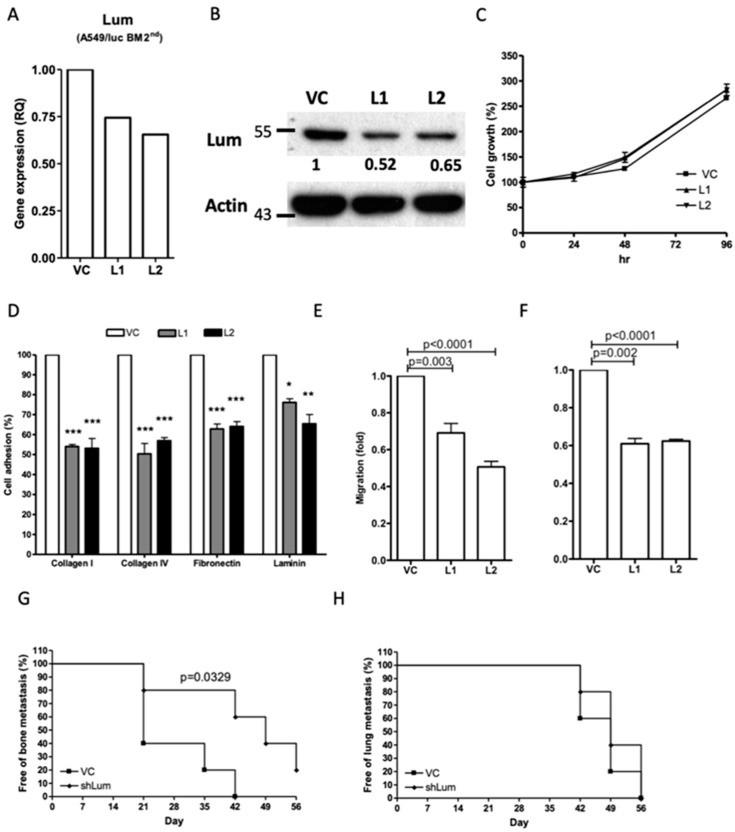
Effect of lumican knockdown on cellular function of bone metastatic A549/luc cells. The expression of lumican in bone metastatic A549/luc BM 2nd cells transfected with a control (VC) and a lumican-specific shRNA vector (L1 and L2) was determined by real-time RT-PCR (**A**) and Western blot analysis (**B**). The level of lumican expression in each cell was individually normalized to the internal control (actin), and the numbers indicate the level of lumican expression in lumican knockdown A549/luc BM 2nd cells as compared to that in the cells transfected with the control vector. The cell growth (**C**) and ECM component adhesion (**D**) of A549/luc BM 2nd cells transfected with a control and a lumican-specific shRNA vector was determined by an MTT assay and a cell adhesion assay. The migration (**E**) and invasion (**F**) abilities of A549/luc BM 2nd cells transfected with the control and the lumican-specific shRNA vector were determined by the Transwell migration assay. The A549/luc BM 2nd cells transfected with a control (VC) and a lumican-specific shRNA (shLum) vector were administered by intracardiac and intravenous injection to allow the establishment of the bone (**G**) and lung (**H**) metastasis (*n* = 5), respectively. The presence of tumor metastasis, as determined by the presence of luciferase activity, was detected by the IVIS imaging system. * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001. The error bars are defined as means ± SEM.

## Data Availability

The microarray data analyzed in this study were deposited at the Gene Expression Omnibus (GEO) database with accession number GSE131614. Data and materials are available from the corresponding author on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/1/233/s1, Figure S1. The expression of integrin β1 and β2 in the surface of bone metastatic LLC/luc cells. The surface expression of integrin β1(left panel) and β2 (right panel) in bone metastatic LLC/luc cells was determined by flow cytometric analysis. Key: ━: Isotype; --: β1 or β2 specific antibody, Figure S2. Exogenous lumican induced the FAK phosphorylation in LLC/luc cells, Figure S3: Detection of the recombinant mouse lumican protein with anti-lumican Ab. The recombinant mouse lumican protein (1 μg/lane) was detected with a rabbit anti-lumican Ab, Figure S4: Full blots corresponding to Figure 1, Figure S5: Full blots corresponding to Figure 2, Figure S6: Full blots corresponding to Figure 4, Figure S7: Full blots corresponding to Figure 5, Table S1: List of the top 10 up-regulated genes in bone metastatic LLC/luc cells, Table S2: Upregulation of genes associated with ECM and EMT in bone metastatic LLC/luc cells.

# Supplementary material for: Elevated Expression of Lumican in Lung Cancer Cells Promotes Bone Metastasis through an Autocrine Regulatory Mechanism
**Source:** Cancers (Basel). 2020 Jan 17;12(1):233. doi: 10.3390/cancers12010233
**Supplement:** Supplementary file 1

# Supplemental Materials: Elevated Expression of Lumican in Lung Cancer Cells Promotes Bone Metastasis through an Autocrine Regulatory Mechanism

Kuan-Chung Hsiao, Pei-Yi Chu, Gee-Chen Chang and Ko-Jiunn Liu

**FAK activation:** Cells were cultured in growth medium containing with or without recombinant lumican protein (100 ng/mL) for 8 h. The cell lysates were harvested and the protein expression was determined by Western blotting analysis. The expression level of detected proteins in each cell was normalized to internal control (actin) individually and the numbers indicated that the expression level of FAK, pFAK and lumican in cells under different treatment as compared to that in the cells transfected with control vector (VC).

**Integrin expression:** For examination of surface staining of integrin  $\alpha 1$  and  $\alpha 2$  in osteotropic LLC/luc lung cancer cells, cells were washed with PBS and then stained with 1  $\mu$ g of the corresponding Ab at 4 °C for 1 h. After washing with PBS, the cells were stained with PE-conjugated goat anti-mouse IgG at a dilution of 1:200 at 4 °C for 1 h. After further washing with PBS, the cells were suspended in PBS and the expression of integrin  $\alpha 1$  and  $\alpha 2$  on the surface of osteotropic LLC/luc cells were analyzed by a flow cytometer (FACS Calibur; Becton Dickinson, Franklin Lakes, NJ, USA).

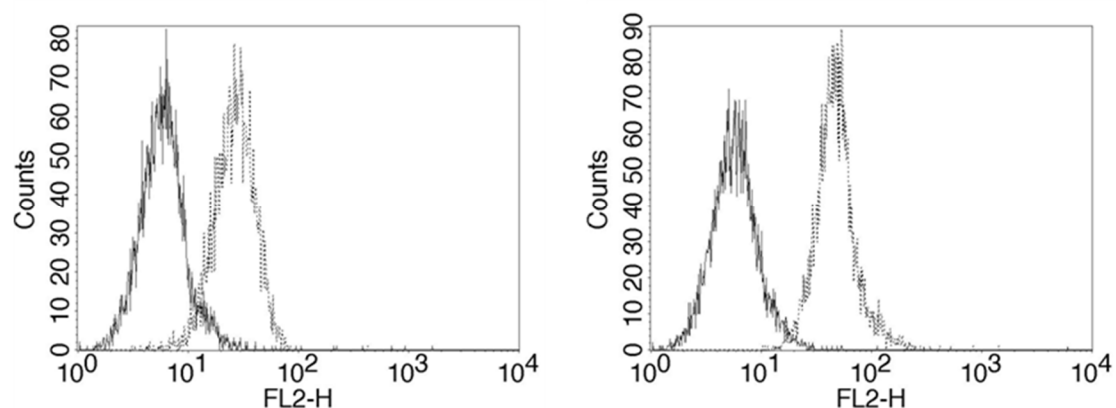

**Figure S1.** The expression of integrin  $\alpha 1$  and  $\alpha 2$  in the surface of bone metastatic LLC/luc cells. The surface expression of integrin  $\alpha 1$  (left panel) and  $\alpha 2$  (right panel) in bone metastatic LLC/luc cells was determined by flow cytometric analysis. Key: —: Isotype; --:  $\alpha 1$  or  $\alpha 2$  specific antibody.

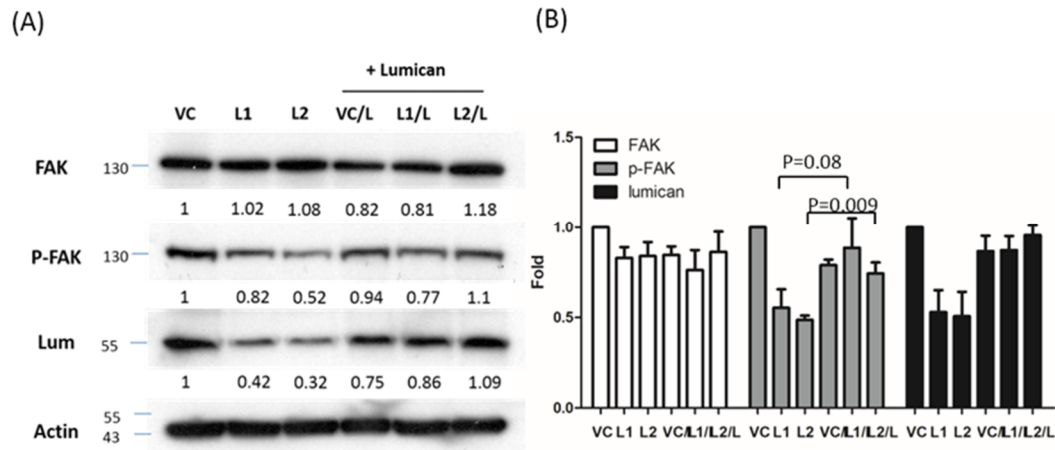

**Figure S2.** Exogenous lumican induced the FAK phosphorylation in LLC/luc cells. (A) The expression of FAK, p-FAK 397 and lumican (Lum) was determined in LLC/luc BM 2<sup>nd</sup> cells transfected with a control vector (VC) and a lumican-specific shRNA plasmid (L1 and L2) after incubation with (+lumican) and without the recombinant lumican protein. The levels of FAK, p-FAK 397 and lumican expression in each cell was individually normalized to the internal control (actin) and the numbers indicated the level of FAK, p-FAK 397 and lumican expression in lumican-knockdown bone metastatic LLC/luc cells as compared to that in the cells transfected with a control vector (B). The levels of FAK, p-FAK 397 and lumican expression in each cell stimulated with and without the recombinant lumican protein from three independent experiments were quantified.

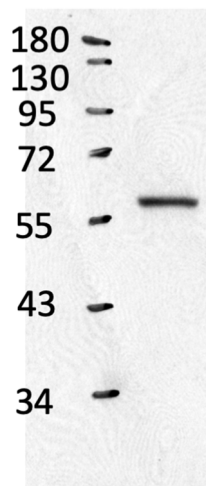

**Figure S3.** Detect the recombinant mouse lumican protein with anti-lumican Ab. The recombinant mouse lumican protein (1 µg/lane) was detected with rabbit anti-lumican Ab.

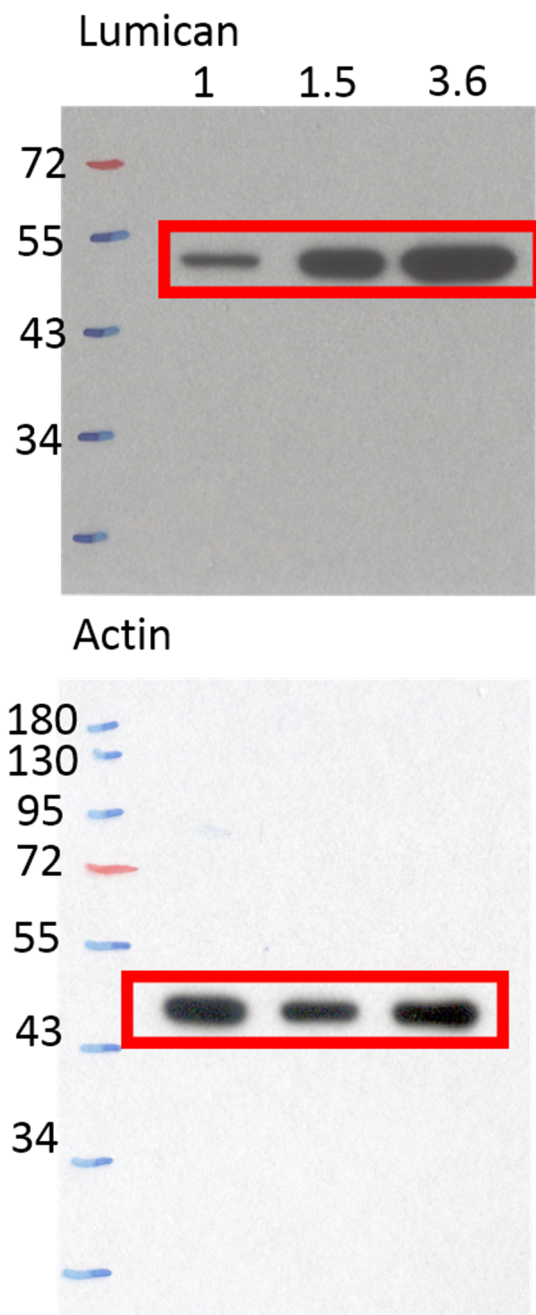

**Figure S4.** Full blots corresponding to Figure 1.

## Lumican

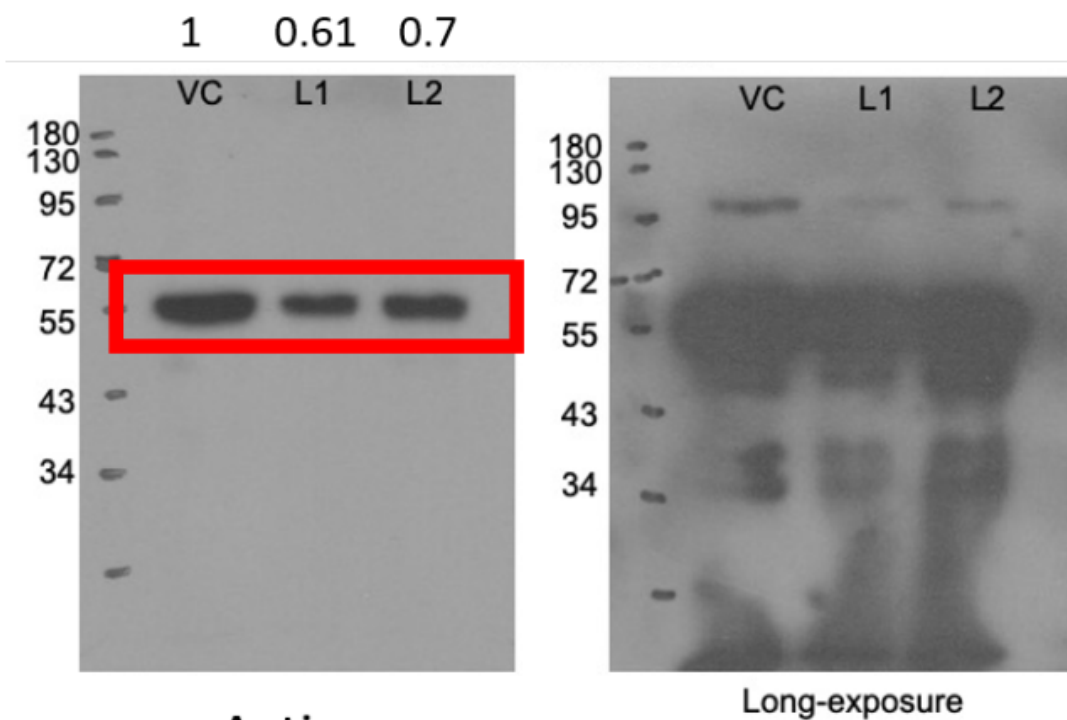

## Actin

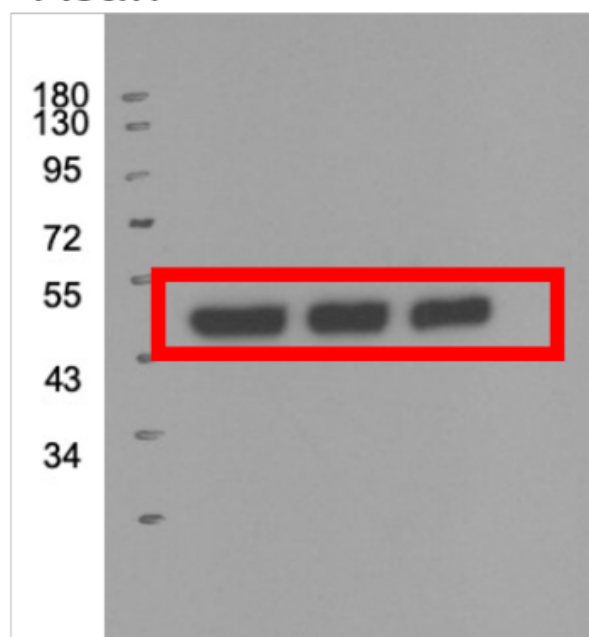

Figure S5. Full blots corresponding to Figure 2.

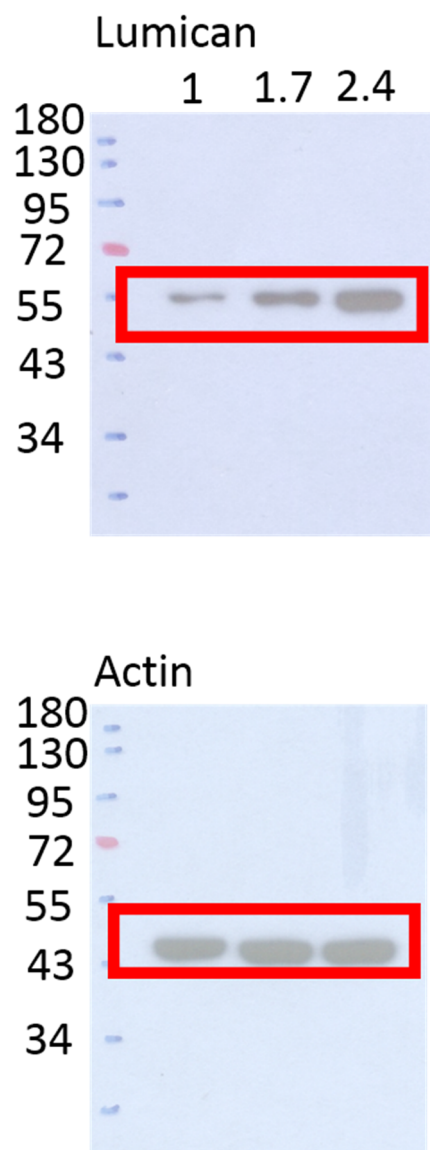

**Figure S6.** Full blots corresponding to Figure 4.

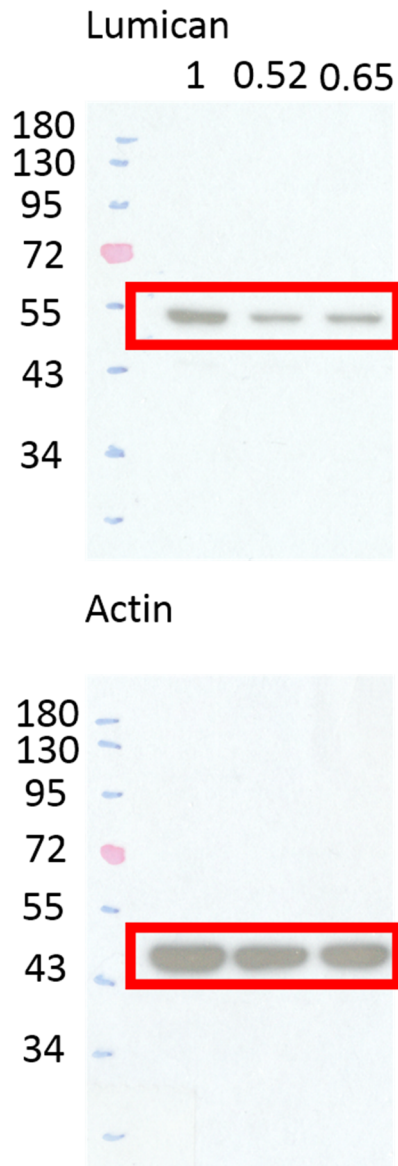

**Figure S7.** Full blots corresponding to Figure 5.

**Table 1.** List of the top 10 up-regulated genes in bone metastatic LLC/luc cells. The significant, differentially expressed genes were identified as  $|\log_2 (\text{Genes expressed in LLC BM}^{2\text{nd}}/\text{Genes expressed in LLC P})| > 1$ , and the gene encoding for lumican, *LUM*, displayed the highest fold change of differentially expressed gene.

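Table S1 lists log2 ratios of BM 2nd to parental intensity. For 9 of its genes a probe is named in the annotation used here, and 1 gene of Tables S1 and S2 is not analysed here because no probe is paired with it. All of the 9 were also past the threshold in BM 1st cells by the measured ratio, although as bounds Mgp and Loxl1 were at least 1.69-fold and 1.96-fold higher. This is not independent evidence, since the study chose them on these arrays and both comparisons share the parental array. Ccl7 was brighter in BM 1st cells than in BM 2nd cells, with intensities of 12628 and 8458 against 358 in parental cells. Arhgdib and Ugt1a10 had nearly reached their BM 2nd level in BM 1st cells, at 2479 against 2967 and 2272 against 3148. Mgp, Loxl1 and Dpt gained most of their difference later: Mgp had an intensity of 185 in BM 1st cells and 1696 in BM 2nd cells, Loxl1 of 215 and 1505, and Dpt of 418 and 2213. Irf1, an interferon-induced transcription factor, went from 1005 in parental cells to 7449 and 9813. The Ugt1a genes share their last exons, so probes of Ugt1a10 may read other members of that locus; 3 of its 6 probes were above background and all 3 were higher in BM 2nd cells. For Arhgdib and Loxl1 the other probe was not above background on any array.

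**Figure D3:**
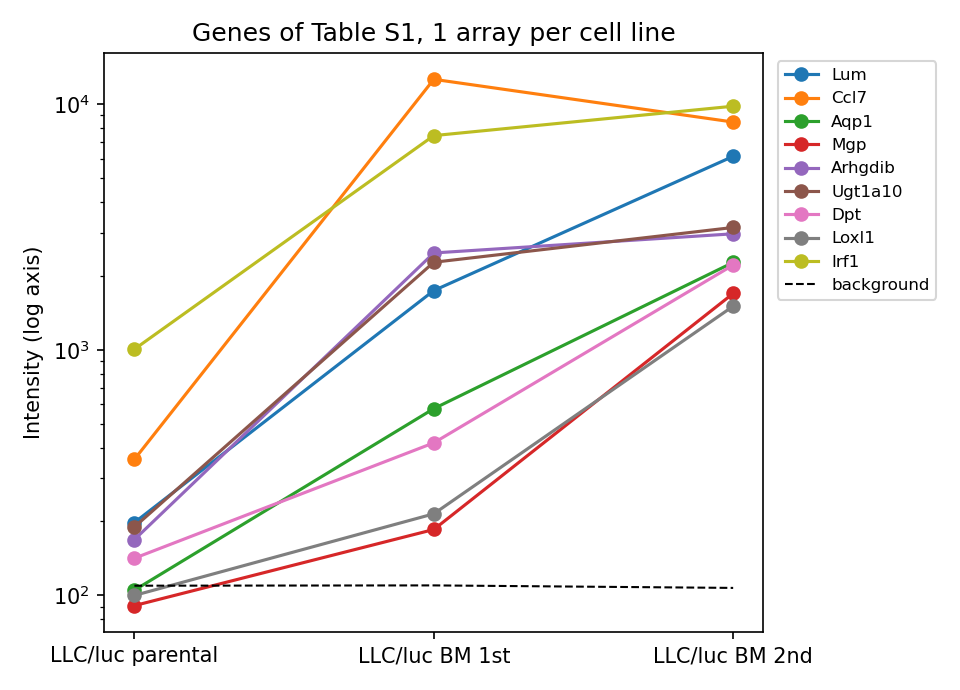
Intensity (vertical log axis) of 9 genes of Table S1 in LLC/luc parental, BM 1st and BM 2nd cells, 1 array each, with the background level of each array as a dashed line. Ccl7 is highest in BM 1st cells, at 12628, and the other 8 are highest in BM 2nd cells.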

| Genes          | Log2 BM 2 <sup>nd</sup> /P |
|----------------|----------------------------|
| <i>LUM</i>     | 4.953367132                |
| <i>CCL7</i>    | 4.562387198                |
| <i>AQP1</i>    | 4.432948185                |
| <i>MGP</i>     | 4.222222089                |
| <i>COL6A3</i>  | 4.176850604                |
| <i>ARHGDIB</i> | 4.136196053                |
| <i>UGT1A10</i> | 4.051044574                |
| <i>DPT</i>     | 3.965711237                |
| <i>LOXL1</i>   | 3.912371302                |
| <i>IRF1</i>    | 3.69191869                 |

**Table 2.** Upregulation of genes associated with ECM and EMT in bone metastatic LLC/luc cells. The significant differentially-expressed genes were identified as  $|\log_2(\text{Genes expressed in LLC BM}^{2\text{nd}}/\text{Genes expressed in LLC P})| > 1$ , and 269 genes were up-regulated in LLC BM  $2^{\text{nd}}$  cells. We found that lumican displayed the highest fold change of differentially-expressed gene. After analyzing the functional enrichment of differentially-expressed genes by using Database for Annotation, Visualization, and Integrated Discovery (DAVID) online tool, the functional annotation results showed that the genes associated with extracellular matrix, including several EMT associated genes, such as, *AEBP1*, *S100A4*, *FGF10*, *LUM*, *NRP1* and *TNC*, were the most enriched in our model. Besides those EMT-associated genes, several genes encoding for ECM associated protein were enriched in this model, such as *CCL7*, *COL6A3*, *DCN*, *DPT*, *ECM1*, *LUM* and *MGP*.

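Aebp1, which encodes a secreted collagen-binding protein, had intensities of 1665 in parental, 3842 in BM 1st and 4253 in BM 2nd cells and a log2 BM 2nd/P ratio of 1.35. Fgf10, a growth factor gene, had a ratio of 1.66 and likewise had most of its difference in BM 1st cells, at 910 against 1123 in BM 2nd cells. S100a4, a calcium-binding protein gene, was lower in BM 1st than in parental cells, at 413 against 782, and stood at 1853 in BM 2nd cells, a ratio of 1.24. Tnc, the gene of tenascin C, was not above background in BM 1st cells and had a ratio of 1.16 on its brightest probe; 1 of its 7 probes passed the threshold. Nrp1, a receptor of semaphorins and VEGF, had a ratio of 1.59, with intensities of 174 and 522 in parental and BM 2nd cells. Ccl2, a monocyte chemokine gene, had a ratio of 2.39. Ecm1 had one of 1.04, close to the threshold, and its other probe gave 0.12. Of the 4 Dcn probes 2 were past the threshold. Averaged over their probes, Tnc, Ecm1 and Nrp1 had ratios of 0.30, 0.58 and 0.95 and did not pass. The study picked these genes on the same arrays, so that all 12 with a named probe are higher is not independent evidence of the direction of the group. From the enrichment of such genes among those past the threshold, found with the DAVID tool, the paper states that matrix genes, EMT genes among them, were the most enriched.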

| Genes         | Log2 BM $2^{\text{nd}}$ /P |
|---------------|----------------------------|
| <i>LUM</i>    | 4.953367132                |
| <i>CCL7</i>   | 4.562387198                |
| <i>MGP</i>    | 4.222222089                |
| <i>COL6A3</i> | 4.176850604                |
| <i>DPT</i>    | 3.965711237                |
| <i>DCN</i>    | 2.588325941                |
| <i>CCL2</i>   | 2.390504203                |
| <i>ECM1</i>   | 1.042560112                |
| <i>FGF10</i>  | 1.655279042                |
| <i>AEBP1</i>  | 1.353184152                |
| <i>NRP1</i>   | 1.325302449                |
| <i>S100A4</i> | 1.244187087                |
| <i>TNC</i>    | 1.161691818                |

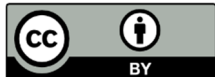

© 2020 by the authors. Licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

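Gene expression was measured on Illumina mouse whole-genome bead arrays in LLC/luc parental cells and in the LLC/luc BM 1st and BM 2nd cells cultured from bone lesions of mice that showed bone signal at day 35 and day 17. There is 1 array per cell line. The values the authors deposited are linear intensities. Their processing notes name GenomeStudio 2011.1; the normalization and background settings are not given in the sources used here. The sorted intensities of the 3 arrays differ by at most 0.274, which shows quantile normalization by the authors, and values around the median of 101 show that no background was subtracted. The log2 ratios of these deposited intensities equal those of Tables S1 and S2 to within 0.005 at a probe of each of the 17 genes named here.

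From these intensities log2 ratios of BM 2nd to parental, BM 1st to parental and BM 2nd to BM 1st cells were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plotted with matplotlib 3.10.9. Probe names came from the platform annotation, with symbols updated through the mouse RefSeq table of assembly GRCm38.p6. Of 45281 probes 34885 had 1 gene, 18 had several and were not named, and 10378 had none in that annotation. A gene was read from its probe with the highest mean log2 intensity. Where 2 or more probes of a gene were above background on all arrays, 3154 genes, the median SD between them was 0.14 in the log2 BM 2nd/P ratio. Background was the 95th percentile of 1504 olfactory and vomeronasal receptor probes on each array, a gene had to lie above it on at least 1 of the 2 arrays, and the threshold was an absolute log2 ratio of 1, as in the paper.

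Named genes were chosen by a rule fixed before the data were examined. The rule takes every gene the paper names from the arrays, for which the values of Tables S1 and S2 were known beforehand, and the integrin genes Itgb1 and Itgb2; the 10 largest differences in each direction between BM 2nd and parental cells above background on both arrays; the 5 largest bounds in each direction; the 5 largest differences in each direction between BM 1st and parental cells; and up to 4 members of each gene list, with the Y-linked genes and Xist. Other genes are named as chosen after their values were seen. The 27 gene lists hold 347 genes, of which 321 have a named probe. With 1 array per line, a list is described by the percentile of its median among 10000 random lists of the same size matched on mean intensity in 20 bins. On lists of unchanged genes 8.0% fell outside the middle 95%, so percentiles near that limit are weak.

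The counting step was tested on simulated data made from the parental intensities with the noise seen between arrays. For BM 2nd/P with 10190 genes in the step, 167 of 200 genes changed by a log2 of 1.5 were recovered (83.5%) and 105 unchanged genes passed the threshold. With 9807 genes in the step and a log2 of 2, 199 of 200 were recovered (99.5%) and 108 unchanged genes passed. That noise was estimated from the differences between the cell lines themselves, so it includes real changes and the number of unchanged genes past the threshold is an upper estimate.

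Alternatives varied the background filter and level, the normalization, the choice of probe and the threshold. Background subtraction, single probes without a filter and centring on probes above background on all 3 arrays were added after the data were seen. No test across replicates was possible, and RT-PCR, Western blot and animal data are not analysed here. 1 gene of Tables S1 and S2 is not analysed here because no probe is paired with it in the annotation used.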

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

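All tests of explanations below were chosen after the results were seen. Tables S1 and S2 list genes higher in BM 2nd cells. Not discussed in the paper are 162 genes lower in BM 2nd than in parental cells, 212 genes higher in BM 1st than in parental cells and 186 lower in them. Medians of gene lists outside those the paper discusses are given where they lay below 1% or above 99% of matched random lists.

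Cell cycle genes were lower in BM 1st cells. Of 18 above background 12 were lower than in parental cells and none was higher (median log2 BM 1st/P -1.39); Tyms had a log2 ratio of -2.44 and Mcm5 of -2.42. A weak or noisy BM 1st array is argued against by the other probes of these genes, which played no part in those values: on such probes all 9 genes that have one above background had ratios below 0, and their median of -0.87 lay below the middle 95% of random lists of such probes matched on intensity, -0.25 to 0.20, while a difference in RNA quality was not tested. A change of the selected cells that lasts through the second round of selection is argued against by the median log2 BM 2nd/P of cell cycle genes, 0.31. BM 2nd cells derive from BM 1st cells through a further injection and bone lesion. A change of BM 1st cells that was lost in that round was not tested. The growth state of the BM 1st culture at harvest may account for the fall, as the genes were higher again in BM 2nd than in BM 1st cells (median log2 1.43), but it cannot be told apart from the cell line, because there is 1 culture of each and its density at harvest is not given in the sources used here.

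In BM 1st cells 7 of 11 detoxification genes and NRF2 targets were higher (median 1.37; 6 of 10 and 1.26 without Ugt1a10, which the study chose), with Nqo1 at 3.77, and 5 of 11 genes of hypoxia and glycolysis (median 0.91).

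Of 13 leukocyte markers above background 3 were higher in BM 1st cells and none was lower (median log2 BM 1st/P 0.51, or 0.21 without the background filter), and of 10 above background 2 were higher in BM 2nd cells (median log2 BM 2nd/P 0.37, or 0.11 without it). Cross-hybridisation between lysozyme genes is argued against as the whole cause, since the median log2 BM 1st/P of the other markers, taken without the background filter because it lets dim genes in through the array where they are brighter, was 0.19 over 19 genes, at percentile 99.99 of matched random lists. Marrow leukocytes left in the cultures may contribute: Lyz2, Laptm5 and Fcer1g, the markers past the threshold, kept 28.6%, 33.7% and 20.2% of their BM 1st rise in BM 2nd cells, the highest share 1.67 times the lowest. In parental cells these markers were not above background, at 79.5, 90.1 and 95.4. The shares therefore rest on the background level and are uncertain. Tyrobp and Itgam, abundant in marrow leukocytes, were not above background in BM 1st cells, and Ptprc was at 111 against a background of 110. No array of leukocytes shows whether their probes respond, so expression by the cancer cells and carry-over cannot be told apart.

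The matrix genes Lum, Dcn, Bgn and Dpt were higher in both sub-lines, but the matrix lists differed in BM 1st cells. None of 12 collagens was higher and 2 were lower, Col6a1 and Col6a2, each at a log2 BM 1st/P ratio of -1.43. The proteoglycan gene Ogn was at -2.09. Of 15 matrix enzymes and inhibitors 6 were higher and 1 was lower (median 0.65, percentile 100). Without Loxl1, 5 of 14 were higher and 1 was lower (median 0.55, percentile 100). Of 15 matrix glycoproteins 4 were higher and 1 was lower (median 0.64, percentile 100). Without the genes the study chose, 1 of 10 was higher and 1 was lower (median 0.39, percentile 99.9). A faulty or cross-hybridising Lum probe is argued against by the other Lum probe, with a log2 BM 2nd/P ratio of 4.47. In BM 1st cells, expression by the cancer cells and host stromal cells carried over cannot be told apart. The highest measured log2 BM 1st/P ratio among the fibroblast collagens Col1a1, Col1a2 and Col3a1 was 0.32, for Col1a1. Col1a1 was not above background in parental cells, and as a bound it was at least 1.10-fold higher in BM 1st cells. Col1a2 lay near background, and Col3a1 had a parental intensity of 1107 that would hide a small share. Of 14 stroma markers 4 were higher, Lum at 3.14, Dcn at 2.61, Pdgfra at 1.72 and Dpt at 1.56, and 1 was lower, Fbln1 at -1.01. In BM 2nd cells, expression by the cancer cells and carried-over stromal cells cannot be told apart either. Col1a1 was at least 3.76-fold higher and Col3a1 had a log2 BM 2nd/P ratio of 0.81. Of 16 stroma markers 5 were higher, among them Pdgfra at 2.05, and none was lower. The stroma markers had a median of 0.20, or 0.14 without the genes the study chose. Acta2, the smooth muscle actin gene, is not in that list and had log2 ratios of 3.16 in BM 2nd/P and 0.14 in BM 1st/P. Y-linked genes of the male hosts had a median of -0.061, but no array of male cells shows that those probes respond. A change in the cancer cells through selection remains open and was not tested.

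The median log2 BM 2nd/P of hypoxia and glycolysis genes was 0.51, or 0.24 with the mean of a gene's probes, and that of stress response genes -0.50, or -0.29 without the background filter. Stress response genes had a median log2 BM 1st/P of -0.56. The medians rest partly on different genes. Those past the threshold in BM 1st cells were Fos at -2.00, Egr1 at -1.72 and Trib3 at -1.24. In BM 2nd cells they were Trib3, Ddit3, Chac1 and Asns, while Fos was at 0.37 and Egr1 at 0.42.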

How the results depend on the processing

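No paired analysis was possible because there is 1 array per condition. Lum kept rank 1 in BM 2nd/P under every alternative run except background subtraction. Among the named genes whose log2 BM 2nd/P ratio was varied, none past the threshold changed sign. In BM 2nd/P no list whose median lay outside the middle 95% of matched random lists changed sign either. In that comparison 9 lists inside that range did under at least 1 alternative. They were those of epithelial, osteoblast, endothelial, adipocyte and erythroid markers, integrins, bone metastasis factors, the SDF-1/CXCR4 axis and Y-linked genes. Sign changes of BM 1st/P list medians were not tested. The 75th percentile scaling and quantile normalization move almost nothing, as the table is already quantile normalized, and say nothing about stability. Background subtraction, single probes without a filter and centring on probes above background on all 3 arrays were chosen after the data were seen; the last gave 197 higher and 160 lower genes in BM 2nd/P. The dependence of the split on centring follows from the lower background of the BM 2nd array, which lets more dim probes enter its median. For other named genes, 85 of 1356 values moved by more than the spread of genes of similar intensity and 1271 did not. Of 113 values each, background subtraction moved 41 and the mean of a gene's probes 31. Raising values to the background moved 7 and centring on the median of probes above background 6. Settings that change only the background filter cannot alter the ratio of a gene, so their unmoved values say nothing about stability. Signal over background limits dim genes: 33 of the 194 higher genes were not above background in parental cells. Values of the counts, Lum and lists that moved follow; their causes were not tested beyond the construction of each alternative, such as fewer or more genes compared.

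Without a background filter, list medians were 0.083 for collagens, 0.20 for matrix proteoglycans, 0.11 for matrix glycoproteins, 0.11 for matrix enzymes and inhibitors, 0.11 for leukocyte markers, 0.019 for endothelial markers, -0.29 for stress response and 0.063 for detoxification and NRF2 targets. Above background on both arrays, list medians were 0.47 for collagens, -0.31 for integrins and adhesion signalling, 0.30 for chemokines and cytokines, -0.41 for bone metastasis factors, -0.35 for osteoblast markers, 0.35 for endothelial markers, 0.75 for adipocyte markers and 1.66 for Table S2 genes. With the median of all probes as background, list medians were 0.20 for collagens, 0.23 for matrix proteoglycans, 0.15 for matrix enzymes and inhibitors, 0.24 for leukocyte markers and -0.0049 for endothelial markers. With the 99th percentile of receptor probes as background, list medians were 0.64 for collagens, -0.31 for integrins and adhesion signalling, 0.44 for chemokines and cytokines, 0.19 for interferon response and antigen presentation, -0.41 for bone metastasis factors, 0.41 for osteoblast markers, 0.50 for fibroblast and marrow stroma markers, 0.61 for leukocyte markers, 0.35 for endothelial markers and 0.75 for adipocyte markers. With values raised to the background, list medians were 0.22 for leukocyte markers. Centred on the median of probes above background, the values were 106 lower in BM 2nd/P, 115 lower in BM 2nd/BM 1st and 0.25 for the measured log2 BM 2nd/P ratio of Itgb2, not read as a fold since Itgb2 is not above background in parental cells. List medians there were 0.48 for collagens, 0.65 for matrix glycoproteins, 0.49 for matrix enzymes and inhibitors, 0.015 for integrins and adhesion signalling, 0.48 for mesenchymal (EMT) markers, 0.18 for epithelial markers, 0.29 for chemokines and cytokines, 0.24 for interferon response and antigen presentation, 0.12 for bone metastasis factors, 0.038 for osteoblast markers, 0.34 for fibroblast and marrow stroma markers, 0.51 for leukocyte markers, 0.32 for endothelial markers, 0.45 for cell cycle, 0.26 for reference (housekeeping) genes, 0.39 for detoxification and NRF2 targets, 0.21 for TGF-beta and BMP signalling and 2.16 for Table S2 genes. With the mean of a gene's probes, the values were 109 higher in BM 2nd/P, 101 lower in BM 2nd/P, 137 higher in BM 1st/P, 108 lower in BM 1st/P, 192 higher in BM 2nd/BM 1st and 46 higher in both sub-lines. List medians there were 0.87 for matrix proteoglycans, 0.37 for matrix glycoproteins, 0.18 for mesenchymal (EMT) markers, 0.24 for hypoxia and glycolysis, 0.11 for detoxification and NRF2 targets, 3.24 for Table S1 genes and 1.38 for Table S2 genes.

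With the probe of largest ratio, list medians were 0.19 for interferon response and antigen presentation, 0.30 for fibroblast and marrow stroma markers and 0.25 for reference (housekeeping) genes. With probes counted singly, the values were 250 lower in BM 2nd/P and 283 lower in BM 2nd/BM 1st. At a threshold of 2, the values were 43 higher in BM 2nd/P, 8 lower in BM 2nd/P, 39 higher in BM 1st/P, 22 lower in BM 1st/P, 61 higher in BM 2nd/BM 1st, 14 lower in BM 2nd/BM 1st, 20 higher in both sub-lines and 1 lower in both sub-lines. At a threshold of 0.58, the values were 734 higher in BM 2nd/P, 660 lower in BM 2nd/P, 686 higher in BM 1st/P, 668 lower in BM 1st/P, 912 higher in BM 2nd/BM 1st, 767 lower in BM 2nd/BM 1st, 255 higher in both sub-lines and 157 lower in both sub-lines. With probes counted singly and no background filter, the values were 250 lower in BM 2nd/P and 283 lower in BM 2nd/BM 1st. With the background subtracted, the values were 618 higher in BM 2nd/P, 511 lower in BM 2nd/P, 600 higher in BM 1st/P, 567 lower in BM 1st/P, 808 higher in BM 2nd/BM 1st, 622 lower in BM 2nd/BM 1st, 236 higher in both sub-lines, 118 lower in both sub-lines, a rank of 4 for Lum and 5.84 for the log2 BM 2nd/P ratio of Lum. List medians there were 2.27 for matrix proteoglycans, 0.50 for matrix enzymes and inhibitors, -0.30 for integrins and adhesion signalling, 0.22 for epithelial markers, 0.36 for chemokines and cytokines, 0.24 for interferon response and antigen presentation, -0.15 for bone metastasis factors, 0.72 for fibroblast and marrow stroma markers, 1.03 for leukocyte markers, 0.70 for endothelial markers, 5.44 for Table S1 genes and 2.62 for Table S2 genes.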

Differences from the paper's values

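The paper counts 269 upregulated genes in BM 2nd cells at a log2 ratio above 1, and 194 genes passed that threshold here. Counting probes singly, an alternative set before the data were examined, gave 269 probes above the threshold, of which 238 are paired with 1 gene and represent 199 genes; it gave 269 without a background filter as well, a combination chosen after seeing the values. Of the other alternatives set before the data were examined, requiring background to be exceeded on both arrays gave 161, the mean of a gene's probes 109, and thresholds of 2 and 0.58 gave 43 and 734, each more than 1.5 times from the paper's count.

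For Irf1 the paper gives a log2 ratio of 3.69191869, and the value here was 3.29. The probe with the largest ratio gave the paper's value, and none of the other alternatives set before the data were examined did. For Nrp1 the paper gives 1.325302449 and the value here was 1.59. None of the alternatives set before the data were examined gave the paper's value, which is that of the dimmer of its 2 probes above background. The other 15 genes of Tables S1 and S2 named here match the paper's values to within 0.005.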

Other observations

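The ATF4 and NF-kB tests below were chosen after the results were seen, on lists written from textbook knowledge after other values had been viewed; 1 gene of the ATF4 list and 6 of the NF-kB list had been seen before. Trib3, Ddit3, Chac1 and Asns, stress response genes that ATF4 induces, had log2 BM 2nd/P ratios of -3.26, -1.45, -1.36 and -1.26, and log2 BM 1st/P ratios of -1.24, -0.31, 0.09 and -0.01. A hypothesis is lower expression of ATF4 target genes in BM 2nd cells. Of 26 other ATF4 targets above background 7 were lower and none was higher, among them the transfer RNA synthetase genes Nars at -1.19 and Lars at -1.11, and their median of -0.74 lay at percentile 0 of matched random lists. In BM 1st cells 2 of 26 were higher and none was lower, with a median of -0.21 at percentile 1.1. Amino acid supply in the culture, which may change these genes, was not measured.

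Nfkbia, Tnfaip3, Zfp36 and Cxcl1 had log2 BM 2nd/P ratios of 2.59, 3.27, 3.29 and 3.47 and log2 BM 1st/P ratios of 2.87, 3.49, 1.34 and 3.27. A hypothesis is higher expression of NF-kB target genes, tested in BM 2nd cells, and it stays open. Of 18 other targets above background 3 were higher, 16.7% against 1.83% of all genes compared, and none was lower. That list, like the ATF4 list, leaves out the genes that raised the question. Its median of 0.09 lay at percentile 86.8, within the range of most matched random lists, -0.15 to 0.16. The median therefore does not set the list apart from random lists and gives the hypothesis no support in BM 2nd cells. In BM 1st cells 1 of 19 was higher and none was lower, and the median of 0.22 lay at percentile 99.7.

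Between BM 1st and parental cells, the largest ratios above background on both arrays were those of Ccl7, at 5.14, Lyz1 at 4.32, Arhgdib at 3.88, Nqo1 at 3.77 and Ampd3 at 3.64. The most negative were those of the histone genes H2ac15 and H2ac12, at -2.70 and -2.55, Pbk at -2.52, Nnmt at -2.47 and Tyms at -2.44. BM 1st and BM 2nd cells shared 76 higher and 28 lower genes, of 189 and 162 calls in BM 2nd and 212 and 186 in BM 1st cells among 10020 genes. Independent lists would share 4.00 and 3.01, and simulated unchanged arrays against 1 parental array 6.85 and 6.60. Overlap depends on the number of calls, which is not given for the simulated arrays. The simulated values therefore do not set the overlap of unchanged lists as long as the observed ones. The correlation of the 2 ratios across genes, which are not independent replicates, was 0.42, with 0.50 in the simulation, and their covariance 0.091 against 0.063. Part of the overlap comes from the shared parental array, which cannot be split.

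Among integrin genes, Itgb1 had a log2 BM 2nd/P ratio of 0.06, and Itgb2 was not above background in parental cells, with intensities of 101, 115 and 109 in parental, BM 1st and BM 2nd cells, so its ratio is not read as a fold. None of 15 integrin and adhesion genes above background passed the threshold (median -0.12, percentile 8.46; 0.015 when centred on probes above background). Of 11 chemokines and cytokines 3 were higher (median 0.15, percentile 96.3; 1 of 9, 0.085 and percentile 85.9 without Ccl2 and Ccl7, which the study chose), of 17 interferon response and antigen presentation genes 1, Irf1, which the study chose (0.10, percentile 89.4; 0.068 and percentile 78.7 without it), of 13 TGF-beta and BMP signalling genes 1 (0.07, percentile 77.2), and of 11 detoxification genes 3 (0.25, percentile 97.2; 2 of 10, 0.16 and percentile 89.7 without Ugt1a10). Of 6 bone metastasis factors 1 was lower, Il11 at -1.78 (median -0.02, percentile 39.3). Of 5 osteoblast markers 1 was higher (-0.10, percentile 16.9), of 5 endothelial markers none (0.18, percentile 91.7) and of 3 adipocyte markers 1, Lpl at 1.59 (0.03, percentile 57.6). The 1 erythroid marker above background was at -0.03, and 12 reference genes had a median of 0.12 (percentile 80.5). Of 19 cell cycle genes none passed the threshold in BM 2nd cells. Xist was at 509, 580 and 240 in parental, BM 1st and BM 2nd cells, a log2 BM 2nd/P ratio of -1.09, and the highest intensity of a Y-linked gene on any array was 115, for Uty. Dcn lies next to Lum in the RefSeq table of GRCm38.p6, and Kera, which lies near Lum on its other side, was not above background on any array.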
